# Differential gene expression and physiological changes during acute or persistent plant virus interactions may contribute to viral symptom differences

**DOI:** 10.1371/journal.pone.0216618

**Published:** 2019-05-03

**Authors:** Réka Pesti, Levente Kontra, Kenny Paul, Imre Vass, Tibor Csorba, Zoltán Havelda, Éva Várallyay

## Abstract

Viruses have different strategies for infecting their hosts. Fast and acute infections result in the development of severe symptoms and may cause the death of the plant. By contrast, in a persistent interaction, the virus can survive within its host for a long time, inducing only mild symptoms. In this study, we investigated the gene expression changes induced in CymRSV-, crTMV-, and TCV-infected *Nicotiana benthamiana* and in PVX- and TMV-U1-infected *Solanum lycopersicum* plants after the systemic spread of the virus by two different high-throughput methods: microarray hybridization or RNA sequencing. Using these techniques, we were able to clearly differentiate between acute and persistent infections. We validated the gene expression changes of selected genes by Northern blot hybridization or by qRT-PCR. We show that, in contrast to persistent infections, the drastic shut-off of housekeeping genes, downregulation of photosynthesis-related transcripts and induction of stress genes are specific outcomes with acute infections. We also show that these changes are not a consequence of host necrosis or the presence of a viral silencing suppressor. Thermal imaging data and chlorophyll fluorescence measurements correlated very well with the molecular changes. We believe that the molecular and physiological changes detected during acute infections mostly contribute to virus symptom development. The observed characteristic physiological changes associated with economically more dangerous acute infections could serve as a basis for the elaboration of remote monitoring systems suitable for detecting developing virus infections in crops. Moreover, as molecular and physiological changes are characteristics of different types of virus lifestyles, this knowledge can support risk assessments of recently described novel viruses.

## Introduction

High-throughput sequencing methods opened a new avenue for virus discovery [1]. However, more and more viruses are described each day, and assessing the importance and risk of these recently described viruses is very difficult. This basic question should be addressed in the future, not only for basic research but, more importantly, for decision makers who decide about quarantine regulations [2]. Detailed knowledge about different virus infections could help to identify key differences between acute and persistent virus infections [3].

Gene expression studies in virus-infected plants usually investigate events at early timepoints after the infection, i.e., just after the virus has entered the host cell. At this early timepoint, host antiviral responses are activated, and the fate of the infection is determined. If the plant is not a potential host, the virus cannot replicate. If the plant is a host of the virus, replication in the infected cell can happen, but thanks to the efficient resistance mechanisms of plants, most of the infections are confined to the infected cell, and the spread of the virus is blocked (reviewed recently in [4, 5]). In an interaction with a susceptible plant, the virus gets past this barrier and advances into the next stage of the infection, when it finally can move not only from cell to cell but also long distances, colonising the whole plant. During this process, other types of defence responses (such as antiviral RNA interference, RNAi) are activated [6]. Viruses can block RNAi mechanisms by expressing viral suppressor proteins to inhibit RNAi, and as a consequence, they can reach higher virus titres [7]. RNAi-linked molecular mechanisms and their potential role in disease induction are well described (reviewed in [8]); however, changes in the gene expression pattern of the host at this later step of infection still have not been fully characterized. With the availability of both host genomes and high-throughput methods such as microarray and RNA-sequencing (RNA-seq), an increasing number of studies investigate and characterize the molecular changes behind symptom development, usually in specific host-virus combinations [9–20].

During the virus infection, the virus alters the host metabolism to have its own genome replicated and to spread from cell to cell in the plant. A susceptible host can be sensitive or tolerant to a particular virus. In a sensitive host, the infection is usually acute: the virus accumulates to high levels and downregulates (shut-off) prominent housekeeping genes [21], resulting in severe disease symptoms that can even lead to the death of the plant within a short time. By contrast, in a tolerant host, the infection is persistent; the virus is also present in large concentrations but does not induce obvious symptoms, and therefore, the plant survives.

In our previous study, we observed that some plant-virus interactions are able to decrease expression of the important housekeeping genes, and this shut-off persists for several weeks [22]. By using *in vitro* run-on transcription experiments, we have also shown that shut-off manifests itself in the nucleus at the level of transcription [22]. We observed that the Cymbidium ringspot virus (CymRSV) and the crucifer-infecting tobacco mosaic virus (crTMV) showed very severe symptoms on *N*. *benthamiana*, and these infections finally culminated in the death of the plant. Potato virus X (PVX) showed intense chlorosis on *S*. *lycopersicum*, but necrosis never occurred, and the plants survived the infection. These infections were very fast, and intense downregulation of ribulose-1,5-bisphosphate carboxylase/oxygenase (Rubisco) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) could be detected as typical gene expression changes for acute infection. By contrast, turnip crinkle virus (TCV)-infected *N*. *benthamiana* and tobacco mosaic virus U1 (TMV-U1)-infected *S*. *lycopersicum* showed very mild symptoms of slight chlorosis. Neither the Rubisco nor the GAPDH levels were downregulated, which is typical for persistent infection [22].

During this study, our aim was to uncover common and specific trends of gene expression changes characteristic of acute or persistent viral infections. We used microarray, RNA-seq and Northern blot validation to follow the transcriptome changes. Employing diverse bioinformatics tools, we unravelled commonalities and specific features of acute and persistent infections. We have also shown that specific changes in physiological parameters are characteristic in acute infections. Based on these data, we propose that the molecular and physiological alterations may contribute to viral symptom development during acute infection.

## Materials and methods

### Plant materials and virus infection

Wild-type *Nicotiana benthamiana* [23] and *Solanum lycopersicum* (‘Kecskeméti jubileum’ cultivar of ZKI (www.zki.hu)) plants were used as systemic hosts. Plants were grown under a 16 h light/8 h dark regime at 21°C in soil. The *N*. *benthamiana* plants were infected with CymRSV, CymRSV19S (a p19 silencing suppressor mutant CymRSV), carnation Italian ringspot virus (CIRV), CIRV19S (a p19 silencing suppressor mutant CIRV), crTMV and TCV. The *S*. *lycopersicum* plants were infected with PVX and TMV-U1 strain. For infection, we used *in vitro* transcripts of the viruses (CIRV, CIRV19S, crTMV, PVX and TMV-U1) or purified virions (CymRSV, CymRSV19S, and TCV). The efficiency of the virus infection was tested either by EtBr gels or by Northern blot analysis of extracted RNA using radioactively labelled virus-specific probes. Cloned partial viral pieces were the templates for radioactive probe preparation. S19 Table contains a list of the primers used for cloning these viral sequences.

### Sample collection for high-throughput analysis

Infection experiments were performed three times, resulting in three biological replicates. In the case of *N*. *benthamiana*, we collected systemically infected leaves at 5 days post inoculation (dpi) (CymRSV-, crTMV- and mock-infected) and 11 dpi (TCV-infected) for microarray analysis and further validation. RNA was extracted from 10 plants/infection in three biological replicates (S1 Fig). In the case of *S*. *lycopersicum*, mock- and virus-infected ‘Kecskeméti jubileum’ variety at 14 dpi was used for RNA-seq and further validation (S2 Fig). Leaf samples were collected from the second leaf level from the bottom from four plants/infection in three biological replicates. RNA was immediately extracted from the samples, or the leaves were stored at -70°C.

### Total nucleic acid and RNA isolation

Total RNA was extracted [23] from the mock- or virus-infected (systemically infected) leaves. Briefly, frozen plant material was homogenized in an ice-cold mortar, suspended in 650 μl of extraction buffer (100 mM glycine, pH 9.0, 100 mM NaCl, 10 mM EDTA, 2% SDS and 1% sodium lauroylsarcosine) and mixed with an equal volume of phenol, centrifuged for 5 minutes. The aqueous phase was treated by equal volumes of phenol, chloroform, and isoamyl-alcohol (25:24:1), and after subsequent treatment with chloroform:isoamyl-alcohol (24:1), it was precipitated with ethanol and then resuspended in sterile water. Sample quality and viral presence were examined on a 1.2% agarose gel and by Northern blot analysis. This total nucleic acid was used for the Northern blot experiments. For microarray analysis and RNA-seq, the samples were further purified to eliminate DNA and improve the sample quality. Total nucleic acid extracts obtained were stored at −70°C until used.

### Microarray and bioinformatics analysis

For microarray analysis, total nucleic acid extracts of the pooled *N*. *benthamiana* samples (10 samples/infection in 3 biological replicates) were further purified by Tri Reagent (Sigma) and treated with DNase (Thermo Scientific). The concentration of the purified DNA-free RNAs was determined by NanoDrop, and their quality was further checked by Agilent scanner, FE SW 9.5. Samples with adequate quality were used for microarray hybridization using the Agilent Tobacco Gene Expression Microarray 4x44K array. Expression profiles of the virus-infected samples were compared to those of the control plants. Raw data were deposited into NCBI-GEO: GSE113774/ GPL21056. Mean normalized expression values for each probe were calculated (3 biological replicates for 3 virus and mock infections), and these normalized results for all samples were also deposited into NCBI-GEO. Genes showing statistically significant changes in response to infection by crTMV, CymRSV and TCV were identified using corrected *p* value assignments <0.05 that were derived from unpaired T-test variance analysis and followed by multiple testing correction by the Benjamini–Hochberg procedure. Changes in gene expression were calculated as normalized fold changes, and changes greater than twofold were analysed (S1 Table).

### RNA-sequencing and bioinformatics analysis

For RNA-seq, total nucleic acid extracts of pools derived from *S*. *lycopersicum* plants (4 samples/infection in 3 biological replicates) were purified with RNAzol. Their quality was checked on a Bioanalyser. Libraries were prepared with Illumina TruSeq Stranded mRNA Library prep kit, and 50 base-pair single-end reads were sequenced on an Illumina HiScanSQ by the UD-GenoMed company. The third biological replicates were sequenced twice as a technical replicate; therefore, four fastq files containing results of the sequencing were deposited into NCBI-GEO: GSE113774/GPL24943. For quality control, the reads were checked with fastqc, ribosomal contaminations were removed with SortMeRNA [24], and adapter trimming and quality filtering were performed by Trimmomatic [25]. After quality control, the reads were aligned to the genome (Sly2.5 with ITAG2.4 annotation) and quantified, and a significant expressional difference was calculated using the Tuxedo protocol [26]. Only genes showing significantly different expression (FDR-adjusted *p* value less than 0.05) and twofold changes were considered (S2 Table). Heat maps were created to show the gene expression of several probes or genes using red colour for up- and green for downregulated genes. A detailed version of each heat map is provided as a supplementary Excel table containing log2-fold change values with their corresponding *p* values.

### Northern blot analysis of host endogenous genes

*N*. *benthamiana* and *S*. *lycopersicum* total RNA extracts were used for first-strand cDNA synthesis (RevertAid First Strand cDNA Synthesis Kit, Thermo Scientific) according to the manufacturer’s recommendation and using oligo dT. Target gene fragments were amplified from the produced cDNA by PCR using Taq polymerase (Thermo Scientific). The sequences of the oligonucleotides used as primers are listed in S11 and S12 Tables. The products of the reverse transcription PCR (RT-PCR) were purified by GenJet (Thermo Scientific). The gel-purified PCR products were ligated into pBlueScript plasmid (Promega). The sequences of the clones were confirmed by Sanger sequencing. For Northern blot analysis, 1–5 μg of total RNA were separated on formaldehyde-containing 1.2% agarose gels and blotted to Hybond-N membranes, as described previously [27]. Cloned fragments of the viruses and endogenous genes being studied were used as templates for probe preparation. Before probe preparation, the dNTPs were eliminated from the PCR product by gel filtration of the product on homemade G-50 Sephadex micro columns. Radioactively labelled random DNA probes were generated from these purified PCR products with a DecaLabel DNA Labeling Kit (Thermo Scientific). Northern blots were hybridized with these probes either in Church buffer (1% BSA, 1 mM EDTA, 0.25 M Na2HPO4, 7% SDS, pH 7.2), DIG Easy Hyb(Roche) or PerfectHyb Plus Hybridization buffer (Sigma-Aldrich), at 65°C, washed according to the manufacturer’s instructions and exposed to X-ray films. Signal intensity was calculated using the rRNA band of the EtBr-stained gel before blotting as a loading control.

### Quantitative RT-PCR analysis

When Northern blot analysis was not successful in detecting endogenous target transcripts, we used quantitative RT-PCR for validation of gene expression changes. For qRT-PCR, the total RNA isolated by the phenol-chloroform method was treated with DNase (Thermo Scientific), followed by purification using RNAzole (Sigma). Then, 3 μg RNA was used to prepare cDNA using RevertAid Reverse Transcriptase and a random oligo primer (Thermo Scientific). cDNA was used as a template for PCR, which used gene-specific primers (S11 and S12 Tables) and Power SYBR Green PCR Master Mix (Applied Biosystems) and was performed in a Rotor Gene 3000 real-time DNA detection system (Qiagen). Three biological replicates and three technical replicates were used per sample. For relative gene expression results, the delta-delta Ct was calculated. Ubiquitin showing stable expression changes in every infection in both hosts was used as an internal control.

### IR thermography

For thermography, we selected the third, fully developed young leaves from the apical shoots of *Nicotiana benthamiana* (CymRSV and crTMV on 4 dpi; TCV on 8 dpi) or *Solanum lycopersicum* (13 dpi for both viruses) plants. Thermographic images were taken using a Stirling-cooled infrared scanning camera (varioSCAN 3021 ST, Jenoptik, Jena, Germany). All plants under treatment were assessed by thermography, with 3 plant replicates per treatment. Leaf temperatures were analysed independently from each other [28, 29]. The mean leaf temperature per plant was used for statistical analysis (n = 3 to 5).

### Chlorophyll a fluorescence and Chl fluorescence imaging

Leaves of the third fully developed branch from the apical shoot were used for the study in both hosts. Plants were analysed at 7 dpi (in the case of CymRSV- and crTMV-infected *N*. *benthamiana*), at 11 dpi (in the case of TCV-infected *N*. *benthamiana*) and at 8 dpi (in the case of TMV- and PVX-infected *S*. *lycopersicum*) together with their appropriate controls. OJIP chlorophyll a fluorescence transients were measured by a Plant Efficiency Analyzer (Pocket Pea, Hansatech, UK). Prior to the OJIP measurements, plants were dark-adapted for 20 min under greenhouse conditions. Nine leaves from 3 independent plants/treatment were analysed to obtain data. Quenching analysis of Chl fluorescence was detected by the maxi-head of a PAM Chl fluorescence imaging system (Walz Effeltrich, Germany).

The chlorophyll fluorescence parameters (that determine photosynthetic performance) were measured or calculated as follows: the initial fluorescence yield was obtained in a dark-adapted state, when the reaction centres are open (Fo); maximal fluorescence yield, in a dark-adapted state, when the reaction centres are closed (Fm); maximal quantum yield of photosystem II photochemistry (Fv/Fm); electron transport rate at donor side of PSII (Area) reflecting the size of the plastoquinone pool; the amount of active reaction centres per absorption (RC/ABS); efficiency of water splitting complex on the donor side of PSII (Fv/Fo); probability of electron transport out of QA ((1-Vj)/ Vj, where Vj = (F2ms–Fo)/Fv); and performance index (potential) for energy conservation from photons absorbed by PSII to reduce the intersystem electron acceptors (PI) [30].

## Results and discussion

Based on viral symptoms and infection lifestyles, we employed a range of single-stranded RNA viruses to study whole transcriptome changes induced during acute or persistent infections. *N*. *benthamiana* plants were infected with CymRSV (Tombusviruses, acute), crTMV (Tobamoviruses, acute) and TCV (Tombusviruses, persistent), whereas *S*. *lycopersicum* plants were infected with PVX (Potexviruses, acute) and TMV-U1 (Tobamoviruses, persistent). CymRSV and crTMV infections on *N*. *benthamiana* plants resulted in a high level of virus accumulation in the systemic leaves at 5 dpi, which is associated with drastic downregulation of housekeeping gene mRNAs, as demonstrated by monitoring virus and GAPDH mRNA levels [22]. This acute phase of infection turns rapidly into necrosis and subsequent death of plants at 7–8 dpi. The acute PVX infection on *S*. *lycopersicum* is slower, with the virus reaching the systemic leaves at approximately 14 dpi, coinciding with the downregulation of housekeeping genes. Although severe disease symptoms appear, the plant can survive while exhibiting prolonged downregulation of housekeeping genes. TCV infection on *N*. *benthamiana* is slower than CymRSV and crTMV infections, with the virus reaching the systemic leaves at 11 dpi. In this case, the downregulation of housekeeping genes never occurs, and the infection never turns into the acute phase. TMV infection on *S*. *lycopersicum* shows the same characteristic pattern, with the virus reaching the systemic leaves at 14 dpi but never inducing downregulation of the housekeeping genes [22]. According to these results, we identified sampling timepoints in this current work to represent the earliest timepoints when viruses systemically infect their host plants and induce symptoms such as stunting and chlorosis, but only when necrotic reactions are not yet initiated (S1 and S2 Figs).

### Host transcriptomes are strongly affected during acute virus infections

To unravel changes caused by CymRSV-, crTMV-, TCV (and mock) infection in *N*. *benthamiana* plants a microarray analysis was carried out (see Materials and Methods). To find differentially expressed genes, we collected all probes showing 2-fold changes with *p* values smaller than 0.05 in any of the virus-infected plants (listed in S1 Table). In CymRSV- and crTMV-infected plants, the number of differentially expressed probes (DEPs) was very high (6639 and 6318), while in TCV-infected samples, the number of DEPs was lower by approximately an order of magnitude (515 DEPs) (Fig 1A and 1B). Among these DEPs, 2807, 2033 and 275 probes were upregulated, whereas 3832, 4285 and 240 were downregulated (Fig 1B). Importantly, most of up- (1473) and downregulated (3219) probes were similar in the CymRSV- and crTMV-infected plants, suggesting common regulation (Fig 1C). These results show that acute infections (CymRSV and crTMV) severely alter the transcriptome of the host, whereas the persistent infection (TCV) has a limited impact.

**Fig 1:**
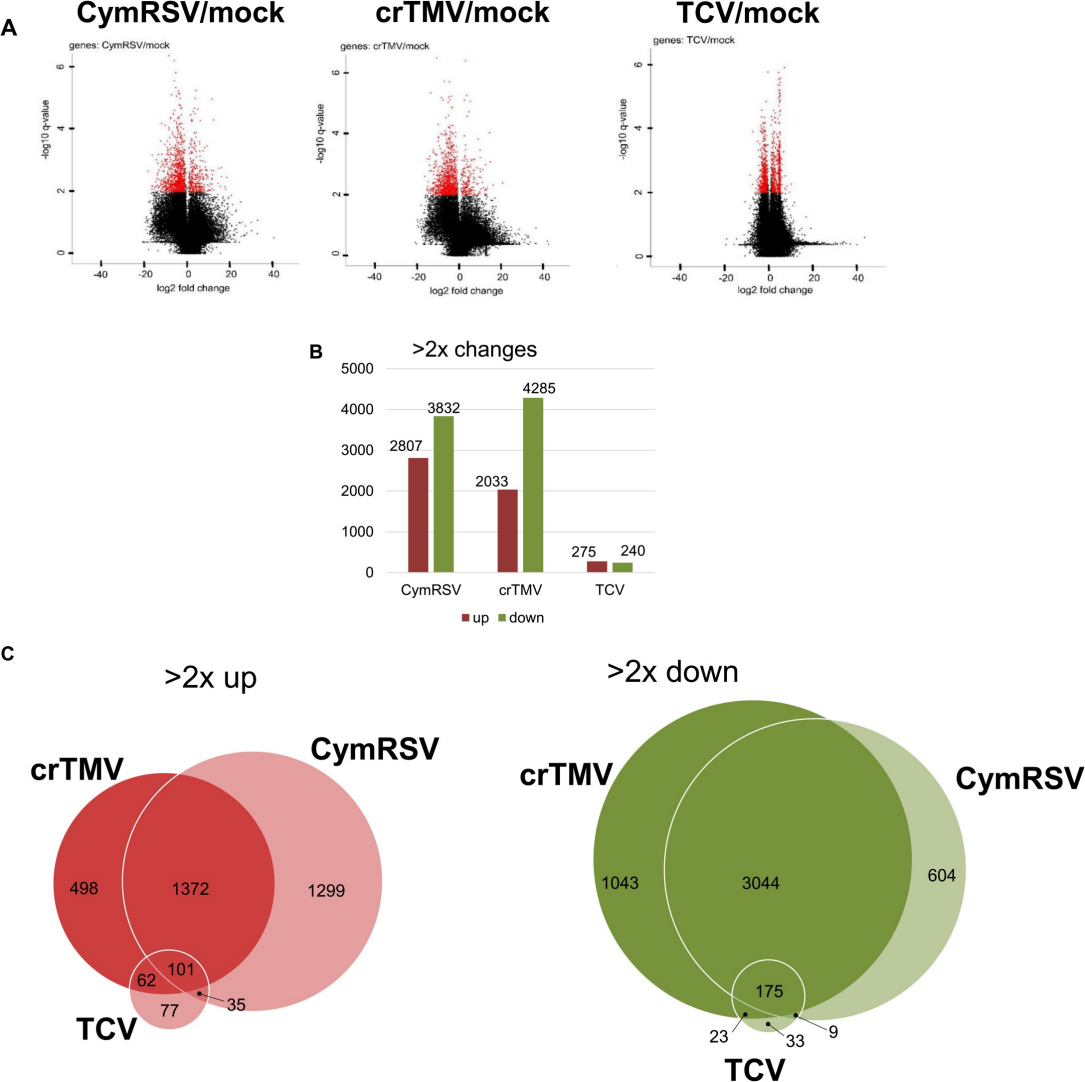
Gene expression changes in virus-infected *N*. *benthamiana* plants. Differentially expressed probes were obtained by comparing the gene expression of virus-infected and mock-treated samples. Fold changes in log2 were used to generate volcano plots. More than 2-fold changes and *p* values less than 0.05 were applied to identify the DEPs. (A) Volcano plots display log2-fold changes and *p* values. (B) Column diagram of the number of DEPs showing at least a 2-fold change. (C) Venn diagrams of DEPs identified in the virus-infected samples. Circle areas reflect the number of DEPs. All DEPs are listed with their characteristic parameters in S1 Table.

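Leaves of the tomato cultivar Kecskeméti jubileum were collected at 14 dpi from mock-inoculated, PVX-infected and TMV-infected plants, with 4 plants pooled in each of 3 biological replicates per treatment. The authors removed ribosomal, adapter and low-quality sequences from the 50 base-pair single-end reads, aligned the reads to the tomato genome Sly2.5 with the ITAG2.4 annotation and quantified them with the Tuxedo protocol. The deposited table gives 34723 genes in FPKM (fragments scaled by transcript length and library size) for 12 libraries, 4 per treatment, numbered from 0 to 3. It holds no read counts, so the depth is known only in relative terms. Judged by the steps between the lowest values, the deepest library held 4.7 times the fragments of the shallowest, and the median relative depth was 0.49 in mock, 0.56 in TMV and 0.50 in PVX. The paper states that the third biological replicate was sequenced again as a technical replicate, and the labels do not say which numbers belong to it. Libraries 2 and 3 were the closest pair in each treatment. The SD over genes of their log2 difference was 0.576 (mock), 0.629 (TMV) and 0.662 (PVX) of that of the next closest pair, so a limit of 0.5 set before the data were examined was not met. With the median absolute deviation, a measure chosen after the values were seen, the same ratios were 0.323, 0.315 and 0.384. Libraries 2 and 3 were nevertheless averaged on the FPKM scale and counted as 1 replicate, called replicate 2-3, which gives n = 3 per treatment. This departure from the limit was decided before any differential expression was computed. The limit as written would have kept 4 libraries per treatment, and the numbers of DEGs under that setting are given beside the others. Differential expression was tested with limma 3.58.1 on log2(FPKM + 1), with the 3 treatments in 1 fit, for the 18443 genes with a mean of at least 1 FPKM. The paper calculated significance with the Tuxedo protocol instead, so its numbers of DEGs come from another test. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Expression values of single genes are means ± SD over the 3 replicates, and log2 fold changes are those of FPKM + 1.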

An RNA-seq analysis was carried out to study transcriptome changes during PVX and TMV-U1 infection in *S*. *lycopersicum* plants (see Materials and Methods). The differentially expressed genes (DEGs, 2-fold changes, p <0.05) observed during virus infection are listed in S2 Table. A total of 5711 DEGs were identified in the PVX-infected samples (vs mock), whereas in the TMV-infected samples, only 1672 DEGs were found. Among these, 2736 and 1008 DEGs were upregulated and 2975 and 664 DEGs were downregulated in PVX- and TMV-infected plants, respectively (Fig 2A and 2B). 

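In the deposited FPKM values with 3 replicates per treatment, 2273 of 18443 genes were DEGs between PVX-infected and mock plants and 0 between TMV-infected and mock plants. Without adjustment, limma gave a p under 0.05 for 6299 genes in PVX and 2363 genes in TMV, of which 3635 and 637 also changed at least 2-fold. The smallest adjusted p for TMV was 0.109. With all 4 libraries counted as replicates, the setting that the limit fixed beforehand would have given, there were 4200 DEGs in PVX and 320 in TMV. Same-numbered replicates of different treatments resembled each other. With the replicate number as a block there were 4895 DEGs in PVX and 971 in TMV over 4 libraries, and 3744 and 10 over 3 replicates, the latter a fit added after the data were seen. When 1 replicate was left out in turn, the number for PVX fell to 668 without mock replicate 1, 858 without PVX replicate 2-3, 1176 without mock replicate 2-3 and 1260 without PVX replicate 1, and it was at most 2293. For TMV it was between 0 and 5. The 2 infections compared directly differed in 2014 genes (3416 over 4 libraries), and in 660 genes without TMV replicate 0. All PVX replicates lay above or below all mock replicates in 7305 genes (39.6%), and all TMV replicates did so in 3771 genes (20.4%), where chance gives 10% if replicates are exchangeable. Same-numbered replicates were correlated here, so the chance share is not known. In simulated data with the same spread, limma recovered 58.7% of genes changed by 2 on the log2 scale in the PVX comparison and 62.3% in the TMV comparison. Only 200 genes were changed per draw and comparison, and replicates were drawn independently. The recovery in the real comparisons, with correlated replicates and another number of changed genes, is therefore not known.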

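Of the 2273 DEGs in PVX-infected plants, 1536 were higher and 737 lower than in mock. Over 4 libraries, 2269 were higher and 1931 lower in PVX, and 181 were higher and 139 lower in TMV. Counted by size alone, without a test, 2466 genes were at least 2-fold higher and 2245 at least 2-fold lower in PVX, and 885 and 367 in TMV. This balance depends on the scale, since in PVX it was 2305 higher and 2490 lower after quantile normalization and 2969 and 3117 at a pseudocount of 0.1, and in TMV 692 and 478 after quantile normalization. The largest increase in PVX among genes whose replicates did not overlap was in Solyc01g107400.2, annotated as indole-3-acetic acid-amido synthetase GH3.8. It had 4.97 ± 0.675 FPKM in mock, 11.8 ± 4.21 in TMV and 1307 ± 447 in PVX (n = 3). Its log2 fold change in PVX was 7.73 (standard error 0.32, limma adjusted p = 3.93e-05), and it was a DEG with each of the 9 replicates left out in turn. Solyc05g014300.1, annotated as an unknown protein, had a log2 fold change of 7.51 (standard error 0.57, adjusted p = 0.00031). Solyc03g113320.1, for which the tables give no name, rose by 7.57, from values of 0 in 2 of 4 mock libraries. Among the decreases, the gene Solyc07g043390.2, annotated as a cellulose synthase family protein, fell by 3.98 on the log2 scale. Solyc02g043950.1 fell by 4.49 with an adjusted p of 0.0498 and was listed at 0 in 3 of 4 PVX libraries. Solyc12g037930.1 was listed at 0 in every PVX library, in 3 of 4 TMV libraries and in mock library 2, so no fold is given for it.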

Only a small fraction of the DEGs (542 and 288) overlapped between the two infections (the majority of DEGs were present only in the PVX-infected plants) (Fig 2C).

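With 3 replicates, no gene was a DEG in both infections, since TMV had 0 DEGs. Over 4 libraries, 126 genes were DEGs in both with the same direction, 99 higher and 27 lower. With the replicate block these numbers were 328 and 128 over 4 libraries, and 4 and 2 over 3 replicates. Across the 18443 genes, the log2 fold changes of PVX and TMV had a Pearson's r of 0.40 and a Spearman's rho of 0.37, where genes are not independent replicates. Both comparisons use the same mock replicates. Simulated unchanged groups set against shared mock replicates gave a mean r of 0.499 in 100 draws, between 0.465 and 0.529. The PVX group was not unchanged, so the r expected without a common response is not known. The value of r was 0.21 without TMV replicate 2-3 and 0.52 without mock replicate 0. From the larger number of DEGs in PVX than in TMV, together with the microarray data, the paper concludes that acute infections cause severe transcriptome changes and persistent infections have a moderate impact.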

**Fig 2:**
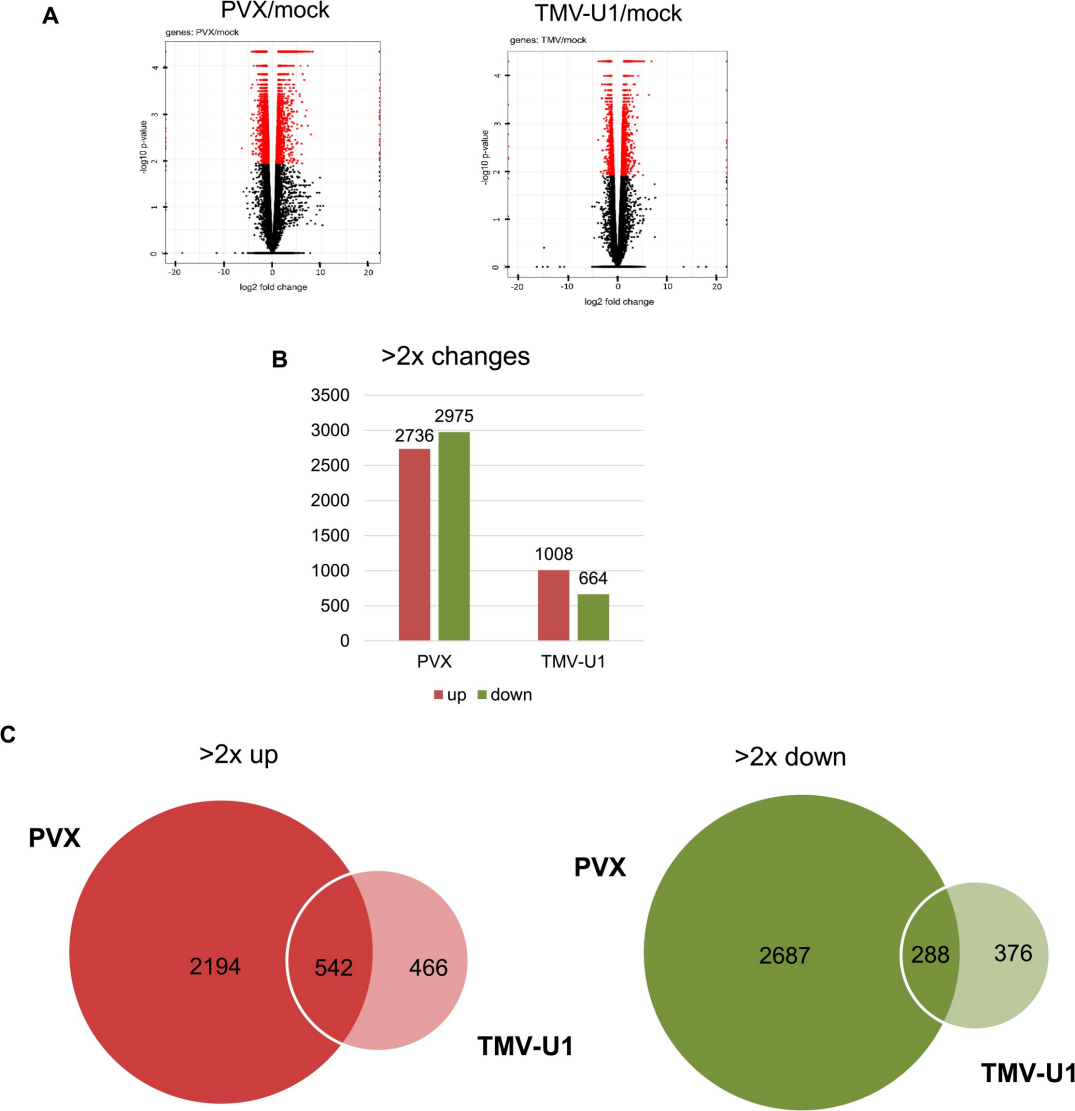
Gene expression changes in virus-infected *S*. *lycopersicum* plants. Differentially expressed probes were obtained by comparing the gene expression of virus-infected and mock-treated samples. Fold changes in log2 were used to generate volcano plots. Changes of more than 2-fold and *p* values less than 0.05 were applied to identify the DEGs. (A) Volcano plots display log2-fold changes and *p* values. (B) Column diagram of the number of DEGs showing at least a 2-fold change. (C) Venn diagram of DEGs identified in the virus-infected samples. Circle areas reflect the number of DEGs. All DEGs are listed with their characteristic parameters in S2 Table.

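Of the DEGs of PVX-infected tomato, 67.6% were higher than in mock. The share was 54.0% over 4 libraries, 50.8% with the replicate block over 4 libraries and 56.2% with the block over 3 replicates. Leaving out 1 replicate moved it between 59.2% (without mock replicate 0) and 85.2% (without mock replicate 1). The median standard error was 0.385 for genes at least 2-fold higher and 0.51 for genes at least 2-fold lower. In the direct comparison of the 2 infections, 55.7% of the DEGs were higher in PVX than in TMV, against 44.6% over 4 libraries.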

Comparison of Volcano plots shows that the number of downregulated genes was much higher in *N*. *benthamiana* than that of upregulated genes, whereas in *S*. *lycopersicum*, this ratio was approximately 1:1 (Figs 1A and 2A). However, probes on the *N*. *benthamiana* chip could not be directly correlated to changes in the whole genome because some transcripts could be overrepresented, whereas probes for others could be absent. An imbalance of the genes represented on the chip could lead to an imbalance in the identified DEGs and not actually show their real ratio.

Therefore, in summary, acute infections cause severe transcriptome changes, whereas persistent infections have a moderate impact. The changes caused by acute and persistent infections in *N*. *benthamiana* and *S*. *lycopersicum* plants are consistent with each other.

### Photosynthesis-related transcript downregulation and stress-related transcript up-regulation occur specifically during acute infection

To reveal the molecular basis of acute and/or persistent infections, we analysed the functional distribution of the DEGs (annotated according to their Bin codes). The most differentially regulated genes common for acute and persistent infections (for all viruses tested) were the ones that participate in protein metabolism, followed by the DEGs of RNA regulation, signal processes and transport (S3 Fig). These changes were observed in both hosts. When we searched for DEGs, we found that transcripts that play role in photosynthesis were downregulated, whereas stress response DEGs were upregulated almost exclusively during acute (CymRSV, crTMV and PVX) infections and were typically absent in persistent (TCV and TMV-U1) infections (S4 Fig and S3–S6 Tables). 

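The paper chose the photosynthesis genes of S4 Table and the stress genes of S6 Table on these same samples, so counts within them are not independent evidence. Of the 167 photosynthesis genes, 164 passed the filter, with a median log2 fold change of -1.79 in PVX (replicate medians between -2.61 and -1.18) and 0.05 in TMV (between -0.41 and 0.29). In PVX, 67 of them were lower and 4 higher among the DEGs over all genes tested, and 128 and 5 when adjusted over the list alone. In TMV the numbers were 0 in both cases, with 6 genes at an unadjusted limma p under 0.05. The DEGs lower in PVX numbered 141 over 4 libraries and 114 with the replicate block over 3 replicates, but 7 without mock replicate 1. The tomato homologs in S3 Table were chosen on the N. benthamiana microarray. Of these 72 genes 69 passed the filter, with medians of -1.89 in PVX and 0.11 in TMV. In 10000 random lists matched on mean expression, the lowest median in PVX was -0.67. For TMV the value of 0.11 lay at the lower end of the random lists, whose middle was 0.45. A set test (camera, preset correlation 0.01) gave a p of 1.62e-17 for PVX and 0.891 for TMV. The correlation between the genes was estimated at 0.566, and with this estimate the p for PVX was 0.129. The test fry allows for correlation between genes and asks whether the list changed at all, whereas camera compares it with the other genes. It gave a p of 0.00736 for PVX (adjusted 0.011 over 6 tests) and 0.93 for TMV. For PVX the camera p was thus under 0.05 with the preset correlation and above it with the estimated correlation. The low fry p does not decide between them, since it makes no comparison with other genes. The direct comparison of PVX with TMV had a fry p of 0.00687 and a camera p of 0.127 with the estimated correlation. After quantile normalization, added after the data were seen, the TMV medians of both lists turned negative (-0.24 and -0.15), and without mock replicate 0 they were -0.30 and -0.24. For the 200 stress genes that passed the filter, of 220, the median was 0.76 in PVX and 0.53 in TMV. In PVX 45 were higher and 15 lower among the DEGs, and in TMV 0, with 42 at an unadjusted p under 0.05. Over 4 libraries 73 were higher and 33 lower, with the replicate block over 3 replicates 62 and 31, and without mock replicate 1 they were 13 and 1. Adjusted over the list alone, 3 stress genes were higher and 1 lower in TMV. Between PVX and TMV the stress genes differed by a median of -0.06, with 22 DEGs higher and 19 lower in PVX, 35 and 36 over 4 libraries, and 8 and 6 without TMV replicate 0.

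**Figure D1:**
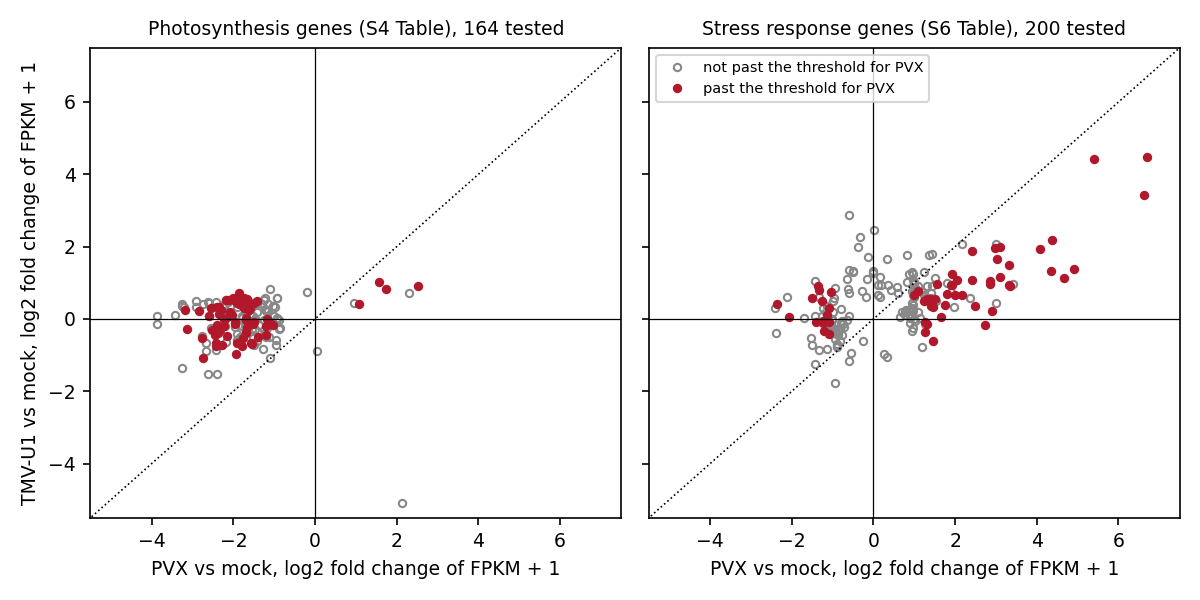
Log2 fold change of FPKM + 1 against mock for each gene of the photosynthesis list (left, 164 genes) and the stress list (right, 200 genes), PVX on the horizontal and TMV-U1 on the vertical axis. Filled points are DEGs in PVX and the dotted line marks equal changes. The lowest photosynthesis point on the vertical axis is the Rubisco gene Solyc02g085950.2, which is listed at 0 in 3 of 12 libraries.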

Investigating the top 20 down- and upregulated genes in both hosts, we found the same situation: changes were more severe during acute infections (S7–S10 Tables). 

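Both tables of strongest changes were chosen by the paper on these samples. The 27 of 35 genes of S9 Table that passed the filter had a median log2 fold change of -1.54 in PVX and -1.10 in TMV. The 36 genes of S10 Table had medians of 4.70 in PVX and 1.59 in TMV. The change was larger in PVX than in TMV for 17 of the 27 genes and for 28 of the 36.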

The most downregulated genes in *N*. *benthamiana* plants were almost the same during acute infections (CymRSV and crTMV), and the expression of these probes was unaltered during persistent (TCV) infection. The most upregulated genes in virus-infected *N*. *benthamiana* plants were stress-related genes and were very similar during CymRSV- and crTMV-infected tobacco but were unchanged in the TCV-infected tobacco (S8 Table).

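S9 Table lists 3 cytochrome P450 genes, all at low expression. Solyc06g074420.1 had 27.2 FPKM in mock library 0 and 0.331, 0.227 and 0.174 in the other mock libraries. In TMV it was between 0.191 and 1.69 FPKM, and in PVX 1.40, 0.41, 0 and 0. Its log2 fold change was -1.24 in PVX and -1.03 in TMV (limma adjusted p = 0.447 and 0.688). As a ratio of mean FPKM the PVX change was -3.93 on the log2 scale, and 1.19 without mock replicate 0. Solyc03g111290.1 had 6.79 FPKM in mock library 0, 0.499 in mock library 1 and 0 in mock libraries 2 and 3. Its ratio in PVX went from -2.85 to 0.43 when mock replicate 0 was left out, and in TMV to 0.44. Solyc10g084590.2 had 0.866 ± 0.695 FPKM in mock, 0.529 ± 0.416 in TMV and 0.0917 ± 0.101 in PVX (n = 3). Its ratio in PVX stayed negative, between -4.51 and -2.50, with each replicate left out in turn. The last pair of genes had a mean under 1 FPKM and was not tested.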

The most downregulated DEGs in *S*. *lycopersicum* have diverse functions, except the cytochrome P450s, whose levels decreased in both PVX and TMV infections. Although some of the top 20 downregulated genes were similar, the extent of their downregulation was more severe during acute infection (PVX-infected tomato) (S9 Table). 

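In S9 Table 7 of the 27 genes tested were DEGs in PVX and 0 in TMV, and adjusted over the list alone 9 and 6. The number in PVX was 11 over 4 libraries and 1 without PVX replicate 2-3 or without mock replicate 1. In the direct comparison 3 of the 27 genes were lower in PVX than in TMV and 2 were higher. The 3 became 7 over 4 libraries, and the 2 became 0 in 7 of the 9 fits with 1 replicate left out. The gene with the paper's lowest value in PVX is Solyc12g006730.1, an unknown protein chosen here after its values were seen. It had 1166 FPKM in mock library 1 and 9.67, 5.90 and 4.55 in the other mock libraries. Its log2 ratio of mean FPKM in PVX was -6.32, and -0.60 without mock replicate 1.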

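Pathogenesis-related protein 1b, Solyc00g174340.1, had 260.1 ± 280.04 FPKM in mock, 4392 ± 6169 in TMV and 23394 ± 17382 in PVX (n = 3). The change on the log2 scale was 6.63 in PVX (standard error 1.27, limma adjusted p = 0.0155) and 3.42 in TMV (adjusted p = 0.359). With the replicate block the adjusted p in TMV was 0.0901 over 3 replicates and 0.00909 over 4 libraries. The gene was a DEG in PVX in 7 of the 9 fits with 1 replicate left out. Its difference between PVX and TMV was 3.21 (adjusted p = 0.122), and the adjusted p was 0.0179 with the replicate block over 3 replicates.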

Pathogenesis-related proteins (PRs) and various transcription factors that play a role in hormone metabolism were among the most upregulated genes in the virus-infected tomato. In addition, in this case, the PVX-induced changes were even much higher compared to TMV-U1 (S10 Table). 

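Of the 36 genes of S10 Table, 24 were higher in PVX among the DEGs and 0 in TMV, where 19 had an unadjusted limma p under 0.05. Adjusted over the list alone, the numbers were 26 and 15. Compared directly, 16 of the genes were higher in PVX than in TMV and 4 were lower. The 4 fell to 2 without PVX replicate 0, PVX replicate 2-3, TMV replicate 1 or TMV replicate 2-3.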

In summary, photosynthesis-related and stress-related transcripts are specifically affected during acute infection.

### Housekeeping-, stress- and some metabolism-related transcripts are differentially expressed during acute but not persistent infection

In our previous work, we showed that, in systemic leaves of CymRSV-infected *N*. *benthamiana*, the level of GAPDH, tubulin, Rubisco, chlorophyll a/b binding protein (CP) 29 (CP29) and histone (H1E) transcripts were drastically downregulated, and the elongation factor (EF) 2 transcript was slightly decreased, whereas the glutathione S-transferase gene (GST) and the heat shock protein (HSP) 90 gene (HSP90) transcripts were increased [22]. We checked the expression levels of these genes in our microarray and RNA-seq data. Several Rubisco-, GAPDH- and CP-specific probes were present on the microarray chip. Their expression showed severe changes only during acute (CymRSV and crTMV) infections, and their expression was not altered during persistent (TCV) infection (Fig 3A upper panel). We validated the changes of the Rubisco, GAPDH and CP29 transcripts by Northern blot analysis (Fig 3A bottom panel). 

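Of 4 Rubisco genes in S4 Table, the small chain gene Solyc03g034220.2 had 35018 ± 16521 FPKM in mock, 38234 ± 11843 in TMV and 5486 ± 3582.5 in PVX (n = 3). The log2 fold change of this gene was -2.84 in PVX (standard error 0.67, limma adjusted p = 0.0295) and 0.22 in TMV (adjusted p = 0.903), and the difference between PVX and TMV was -3.06 (adjusted p = 0.0247). It was a DEG in PVX in 5 of the 9 fits with 1 replicate left out. The small chain gene Solyc02g063150.2 changed by -2.14 in PVX (adjusted p = 0.0919, and 0.00902 over 4 libraries). The gene annotated as large chain, Solyc01g007330.2, changed by -1.27 in PVX (adjusted p = 0.0848), which fell to 0.032 with the replicate block over 3 replicates. Its change in TMV was -0.84 (adjusted p = 0.432). It had only 19.5 ± 11.5 FPKM in mock, 9.945 ± 4.15 in TMV and 6.88 ± 2.10 in PVX. These levels are far below those of the small chain genes, so it carries little of the Rubisco signal. The remaining small chain gene, Solyc02g085950.2, is listed at 0 FPKM in mock library 1 and in TMV libraries 0 and 1. Its other values were 23786, 78462 and 79947 FPKM in mock, 48006 and 49656 in TMV, and 7054, 12867, 1686 and 1690.1 in PVX. No mean or fold is given for it. Among the 4 GAPDH genes, Solyc04g009030.2 had 6684 ± 3109.7 FPKM in mock, 4609.7 ± 2235 in TMV and 1130.0 ± 740.09 in PVX. Its log2 fold change was -2.77 in PVX (adjusted p = 0.0446) and -0.54 in TMV, and it remained a DEG in 1 of the 9 fits with a replicate left out. The other GAPDH genes changed by -1.79 to -2.68 in PVX with adjusted p between 0.0777 and 0.112, and all 4 were DEGs with the replicate block over 3 replicates. Their difference between PVX and TMV was not past the threshold with 3 replicates (adjusted p between 0.0841 and 0.188). With the block over 3 replicates it was for Solyc04g009030.2 (0.0449) and Solyc04g082630.2 (0.0486), and over 4 libraries for 3 of the 4 genes (0.0184 to 0.0268). All 35 chlorophyll binding and photosystem antenna genes of the table were lower in PVX, with a median of -2.21 against 0.31 in TMV. Of these 10 were DEGs in PVX, 18 were lower in PVX than in TMV, and 0 were DEGs in TMV, where 0 had an unadjusted p under 0.05. The 10 became 34 over 4 libraries, 22 with the block over 3 replicates, and 0 without mock replicate 1 or without mock replicate 2-3. The 18 became 31 over 4 libraries and 28 with the block over 3 replicates, but 2 after quantile normalization and 0 without TMV replicate 0. The TMV median was -0.05 after quantile normalization. Solyc07g047850.2, chlorophyll a-b binding protein 4, had 11176 ± 1978 FPKM in mock, 16089 ± 2112 in TMV and 3144 ± 1700.0 in PVX, a log2 fold change of -1.99 in PVX (adjusted p = 0.0273).

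**Figure D2:**
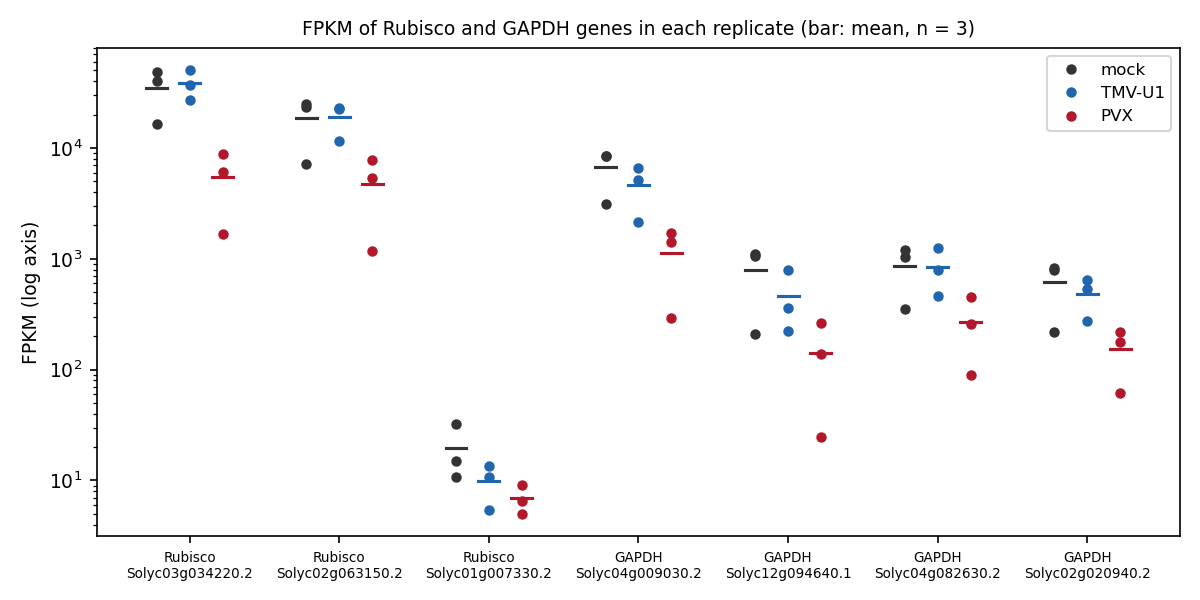
FPKM (log axis) of 3 Rubisco and 4 GAPDH genes in each of 3 replicates of mock, TMV-U1 and PVX, with bars at the means. The values of Solyc03g034220.2 in PVX lie below all of its values in mock and TMV-U1. The Rubisco gene listed at 0 in 3 libraries is not drawn. The large chain gene Solyc01g007330.2 had a mean of 11.2 FPKM over all libraries, against 13700 and 26100 for the small chain genes drawn.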

The RNA-seq results from *S*. *lycopersicum* plants showed that Rubisco, GAPDH and CP RNA levels decreased during the PVX infection but were not altered or only slightly so during TMV-U1 infection (Fig 3B upper panel). Validation of their levels by Northern blot analysis showed the same trend (Fig 3B bottom panel).

**Fig 3:**
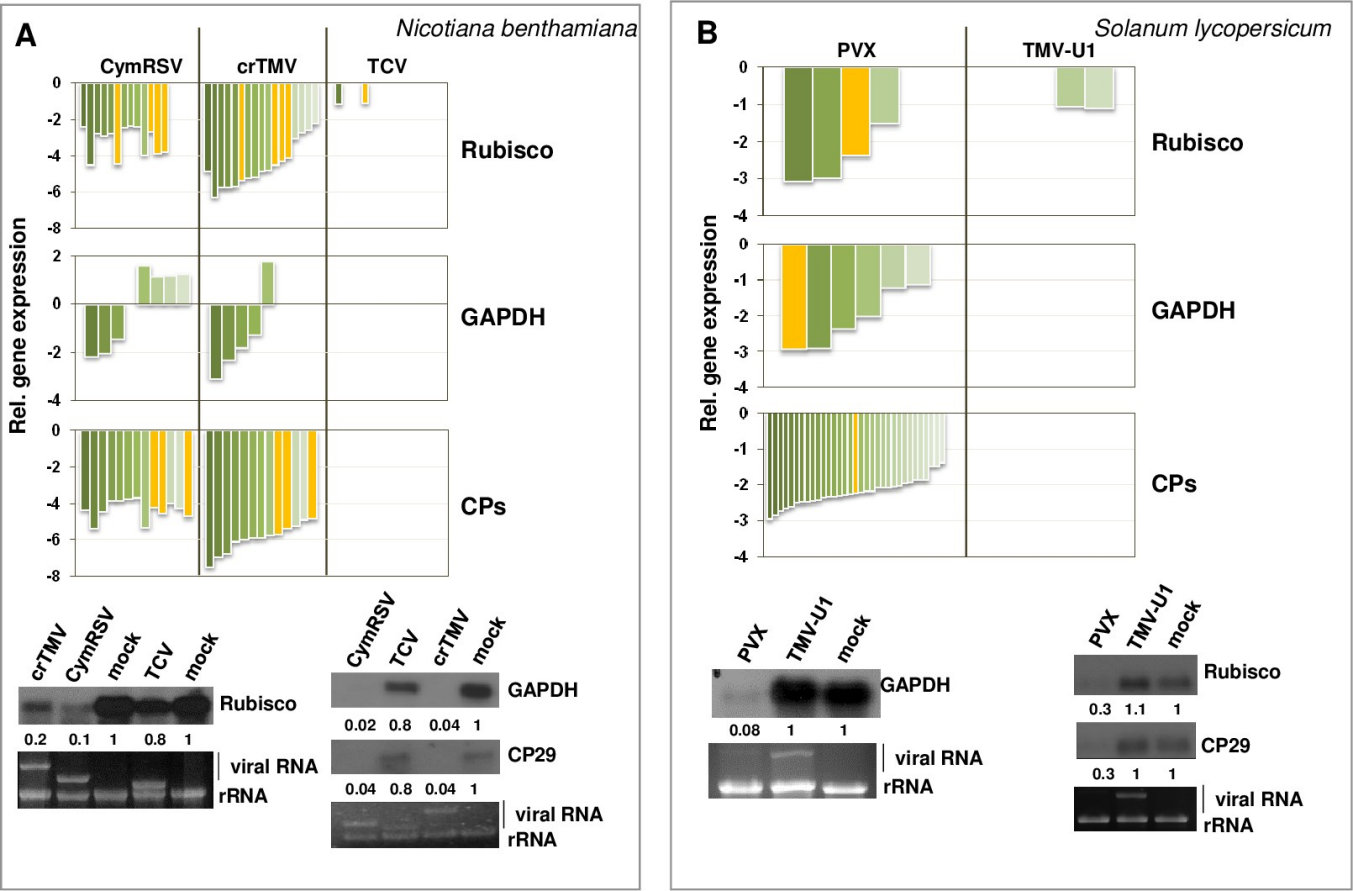
**Investigation of the gene expression changes of Rubisco, GAPDH and different chlorophyll binding proteins (CPs) in virus-infected *N*. *benthamiana* (A) and *S*. *lycopersicum* (B) plants.** The column diagram in the upper panel shows log2-fold changes of probes or genes specific for the investigated gene obtained by microarray analysis (*N*. *benthamiana*) or by RNA-seq (*S*. *lycopersicum*). The lower panel shows Northern blot hybridization using radioactively labelled probe specific for endogenous genes. Fold-change values are shown below each band (quantifications were normalized to mock controls). EtBr-stained gel served as a loading control. Yellow columns depict genes whose levels were validated by Northern blot hybridization. (The investigated *N*. *benthamiana* GAPDH probe was absent on the microarray chip).

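For tubulin, elongation factors and histones only rows of S2 Table that are lower in PVX were available, so the genes given here cannot show how many members rose. The 3 tubulin genes fell by 1.44 to 1.76 on the log2 scale in PVX and changed by -0.28 to 0.16 in TMV. The tubulin beta chain gene Solyc10g080940.1 had 120.1 ± 14.7 FPKM in mock, 104 ± 39.5 in TMV and 39.1 ± 20.8 in PVX (n = 3), a log2 fold change of -1.76 (standard error 0.49, limma adjusted p = 0.0453). Solyc02g087880.2 was also a DEG (adjusted p = 0.0492) and Solyc06g005910.2 was not (0.087). Each of the 2 DEGs remained one in 2 of the 9 fits with a replicate left out. The differences between PVX and TMV for the 3 genes had adjusted p between 0.0689 and 0.077. With the replicate block over 3 replicates the adjusted p of Solyc06g005910.2 in PVX was 0.00696, and those of the 3 differences were 0.00614 to 0.0271. Of the 5 elongation factor genes, 1 was a DEG in PVX (3 over 4 libraries), and their median was -1.29 in PVX and -0.12 in TMV. The 4 histone genes were not DEGs in PVX with 3 replicates, with log2 fold changes of -1.16 to -1.40, and were higher than mock in TMV by 0.55 to 0.81 without passing the threshold. All 4 were DEGs in PVX over 4 libraries (adjusted p of 0.0179 to 0.0453), and Solyc01g086800.2 was with the block over 3 replicates (0.0327). For 2 of the 4, the difference between PVX and TMV did pass the threshold, for 3 with the block over 3 replicates and for 0 without TMV replicate 0.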

According to the microarray analysis in *N*. *benthamiana* and RNA-seq analysis in *S*. *lycopersicum* plants, the expression of tubulin, EFs and histones was mostly downregulated during acute virus infections (CymRSV, crTMV and PVX), whereas they were not altered in persistent virus infections (TCV and TMV-U1) (S5A and S5B Fig). Quantitative RT-PCR results of EF and histone in PVX- and TMV-U1-infected *S*. *lycopersicum* plants validated these findings, showing downregulation only during acute (PVX) infection (S5C Fig. Glutathione S transferases, pathogen-related proteins, systemic acquired resistance genes (SARs) and heat shock proteins (HSPs) are typical stress genes: the expression of GST-specific probes in microarray experiments showed up-regulation in CymRSV- and crTMV-infected plants, whereas it remained unaltered during TCV infection (Fig 4A upper panel). According to the RNA-seq results, the GST genes of *S*. *lycopersicum* were usually upregulated during virus infection, and these changes were more severe in PVX-infected plants (Fig 4B upper panel). These changes were validated by Northern blot analysis (Fig 4A and 4B lower panels).

**Fig 4:**
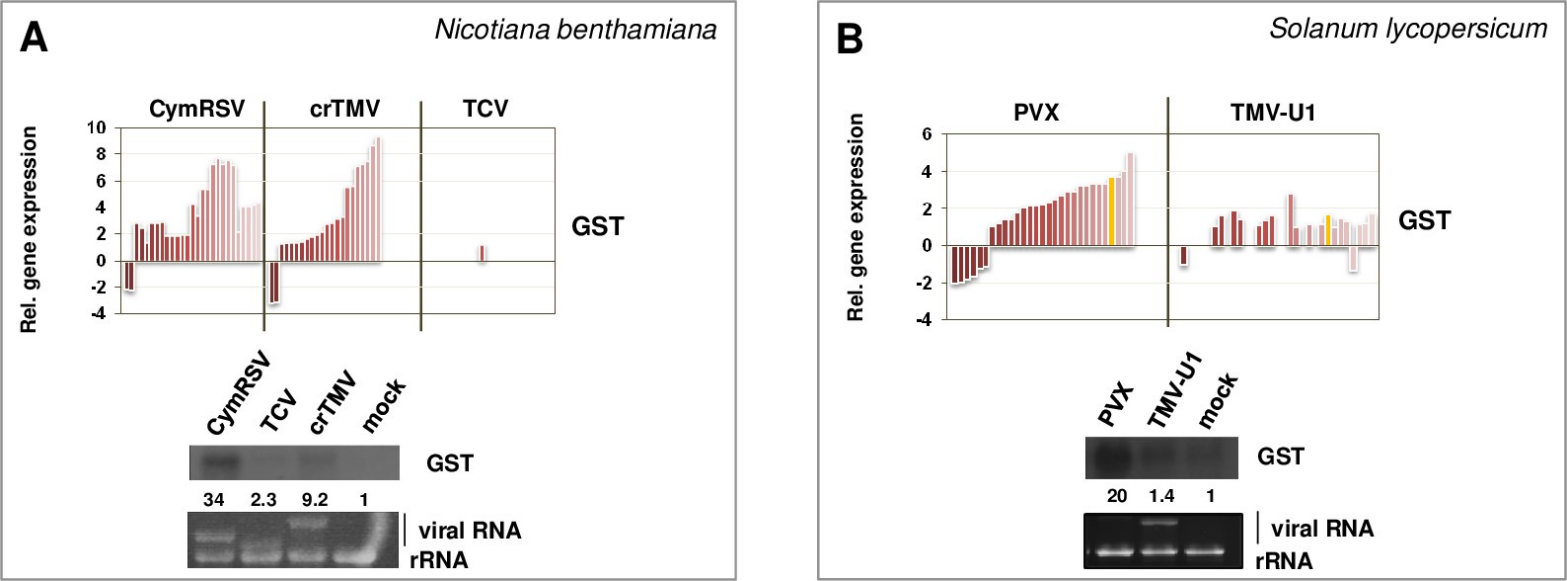
**Investigation of the gene expression changes of GST in virus-infected *N*. *benthamiana* (A) and *S*. *lycopersicum* (B) plants.** The column diagram shows log2-fold changes of probes or genes specific for GST obtained by microarray analysis (*N*. *benthamiana*) or by RNA-seq (*S*. *lycopersicum*) (upper panels). The lower panel shows Northern blot hybridization using radioactively labelled GST-specific probe. Fold-change values are shown below each band (quantifications were normalized to mock controls). The EtBr-stained gel served as a loading control. Yellow columns depict genes whose levels were validated by Northern blot hybridization. (The investigated *N*. *benthamiana* GST probe was absent on the microarray chip).

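The 10 PR genes of S6 Table had a median log2 fold change of 2.69 in PVX and 1.46 in TMV, with the medians of single PVX replicates between 0.12 and 4.52. Of these genes 4 were higher and 1 was lower among the DEGs in PVX, and 0 in TMV, where 4 had an unadjusted limma p under 0.05. The 4 fell to 1 without PVX replicate 2-3 or without mock replicate 1. In the direct comparison of PVX with TMV 0 PR genes were higher in PVX and 1 was lower (3 over 4 libraries). The osmotin-like gene Solyc08g080650.1 had 233 ± 352 FPKM in mock, 939.9 ± 1390.2 in TMV and 973 ± 746 in PVX (n = 3), and was not a DEG in either infection with 3 replicates. With the replicate block over 3 replicates its adjusted p was 0.0164 in PVX and 0.14 in TMV. With the block over 4 libraries it was 0.00588 in PVX and 0.0379 in TMV. Of 19 genes described as heat shock proteins 15 passed the filter, with a median of 1.02 in PVX and 0.08 in TMV. In PVX 3 of them were DEGs, all higher, and 6 were lower in the sign of the change. Over 4 libraries 6 were higher and 2 lower among the DEGs, as with the replicate block over 3 replicates, and without mock replicate 1 there were 0.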

We checked the relative expression of PR, SAR and HSP transcripts in our microarray and RNA-seq data (S6 Fig); all were upregulated only during acute (CymRSV, crTMV and PVX) infections, whereas their induction was absent or mild during persistent (TCV or TMV-U1) infections. Induction of the pathogen-related protein Q gene (PR-Q), pathogen-related protein 1 gene (PR1) and SAR in *N*. *benthamiana* and HSP20 in *S*. *lycopersicum* was also validated by Northern blot analysis (S6A and S6B Fig).

Protodermal factor 1 (PDF1) and lactate dehydrogenase (LDH) were among the DEPs whose levels were severely changed in acute infection in *N*. *benthamiana* plants but stayed unchanged during persistent infection (S7A and S7B Fig). LDH was shown to play a role in proline metabolism [31]. During stress conditions, fast degradation of proline happens as a result of the activation of proline dehydrogenase (ProDH) [32]. Although lactate is a substrate of LDH, it is also a competitive inhibitor of ProDH (S7A Fig, lower panel at right). The increase in LDH expression during virus infection enhances ProDH activity, allowing a fast response to stress conditions. PDF1 encodes a putative extracellular proline-rich protein exclusively expressed in the L1 layer of meristems and the protoderm of organ primordia. Its level was strongly downregulated in acute infection compared to mock- and TCV-infected leaves (S7B Fig right panel). In *S*. *lycopersicum*, changes in PDF1 and LDH expression showed the same trend. PDF1 was markedly upregulated during PVX and only slightly in TMV-U1 infection. LDH was downregulated during PVX infection and slightly upregulated during TMV-U1 infection (S7A and S7B Fig right panels).

The gene expression patterns analysed above show that specific transcriptome changes are induced during acute infections. These changes are not characteristic of persistent infections. Acute transcriptome changes, however, are consistently similar in the two investigated hosts.

### Photosynthesis-related, cell wall-remodelling and hormone-responsive transcripts are severely altered during acute infection

Although extensively studied, the molecular background of viral symptom development is still elusive. Symptom development in virus-infected plants reflects the sum of various molecular and physiological changes [5, 33]. Chlorosis, yellowing, leaf size reduction, malformation or senescence are ‘general’ symptoms caused by several plant viruses. These changes usually coincide with alterations in photosynthetic activity or molecular structure of the host chloroplast [34–39], but insights into molecular changes are still elusive.

Chlorosis and yellowing can be a result of chlorophyll (Chl) degradation, an early mark of leaf senescence. The key regulator of Chl degradation is pheophorbide a oxygenase (PAO), which catalyses the cleavage of the porphyrin ring of pheophorbide, resulting in a red Chl catabolite intermediate (RCC), which later degrades in the vacuole (Fig 5A). The level of PAO increases during biotic stresses [40, 41]. As on the microarray chip, we did not find a specific probe for *N*. *benthamiana* PAO, we showed by Northern blot analysis that its level was induced during acute (CymRSV and crTMV) infections (Fig 5B). By contrast to this observation, our RNA-seq results in *S*. *lycopersicum* showed three different PAO-like DEGs, whose expression slightly decreased in PVX and slightly altered in TMV-U1 infection (Fig 5C, S13 Table).

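The 3 genes of S13 Table under the PAO heading carry the description chlorophyllide a oxygenase in that table, and the paper chose them on these samples. Solyc06g060310.2 had 85.7 ± 44.8 FPKM in mock, 50.2 ± 26.1 in TMV and 18.3 ± 14.45 in PVX (n = 3). Its log2 fold change was -2.35 in PVX (standard error 0.64, limma adjusted p = 0.044) and -0.76 in TMV (adjusted p = 0.608), and it remained a DEG in 1 of the 9 fits with a replicate left out. Solyc11g012850.1 changed by -1.51 in PVX and -1.29 in TMV, with adjusted p of 0.133 and 0.413. Its adjusted p with the replicate block over 3 replicates was 0.00923 in PVX and 0.0929 in TMV. With the block over 4 libraries it was 0.00063 in PVX and 0.00923 in TMV. Solyc05g052470.2 was higher in both infections, by 0.99 in PVX (adjusted p = 0.392) and 0.94 in TMV (adjusted p = 0.596). With the replicate block over 3 replicates its adjusted p was 0.0743 in PVX and 0.178 in TMV. With the block over 4 libraries it was 0.0304 in PVX and 0.0364 in TMV. Over 4 libraries the PVX change of this gene was 0.96, under 2-fold.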

**Fig 5:**
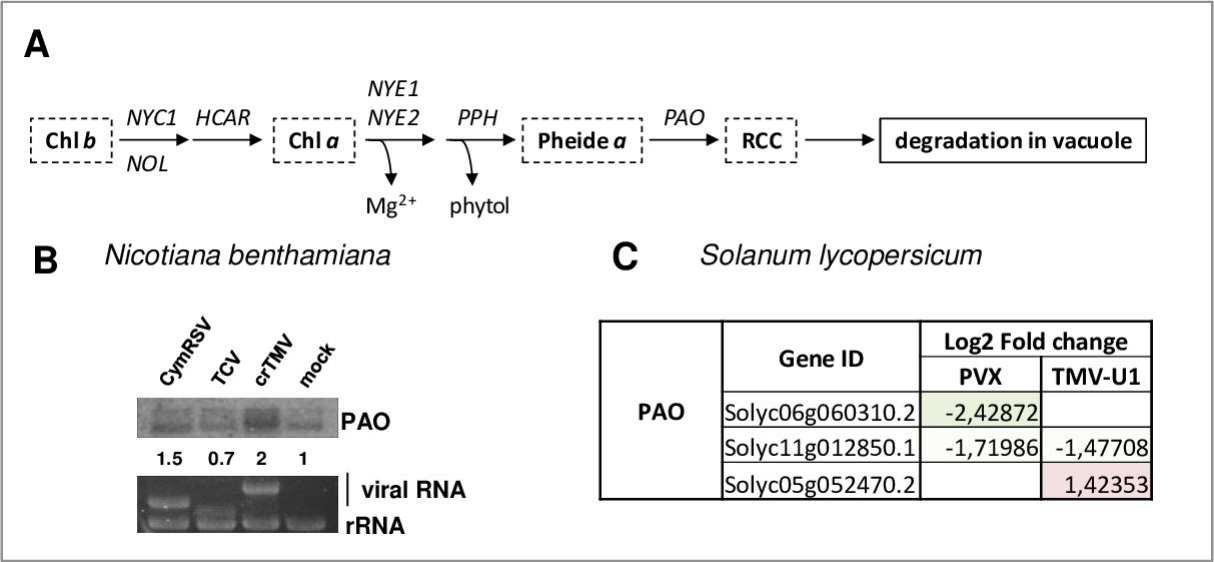
Investigation of the PAO gene expression changes in virus-infected plants. (A) Schematic diagram of the chlorophyll degradation pathway; (B) Northern blot hybridization using radioactively labelled PAO specific probe. Fold-change values are shown below each band (quantifications were normalized to mock control). EtBr-stained gel serves as a loading control. (C) The table shows gene expression changes of *S*. *lycopersicum* PAO transcripts. (listed in S13 Table with their characteristic parameters). (Chl b: chlorophyll b; NYC1: non-yellow coloring 1; NOL: nyc1-like HCAR: 7-hydroxymethyl Chl a reductase; Chl a: chlorophyll a; NYEs (NYE1, NYE2): non yellowing; PPH: pheophytinase; Pheide a: pheophorbide a; PAO: pheophorbide a oxygenase; RCC: red Chl catabolite).

During acute infection, in addition to chlorosis and yellowing, slight stunting of both hosts was observed. When cell wall synthesis is impaired, the leaf size decreases, malformation of the leaf shape occurs, and the total growth of the plant is reduced. These changes can be observed in cell wall synthase (CESA) mutants or CESA-silenced plants [42]. By contrast, cell wall invertase (CWINV), which converts sucrose into fructose, is usually induced early during any defence [43] (Fig 6A left panel). With tomato yellow leaf curl virus, infected *S*. *lycopersicum* plants, especially when co-infected with tomato chlorosis virus, stunting was directly correlated to CESA8 down- and CWINV2 upregulation [34]. 

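The genes of S13 Table were chosen by the paper on these samples, so their direction is not independent evidence. The 20 cell wall genes of that table that passed the filter, of 21, had a median log2 fold change of -1.11 in PVX and -0.39 in TMV. Of these 4 were lower and 1 was higher among the DEGs in PVX, and 0 in TMV. The 4 became 12 with the replicate block over 3 replicates, 10 over 4 libraries and 0 without mock replicate 1. All 4 have cellulose synthase in their annotation. Solyc07g043390.2 is annotated only as a cellulose synthase family protein, which does not say what type of synthase it is. This gene had 416 ± 166 FPKM in mock, 97.1 ± 61.8 in TMV and 39.3 ± 32.3 in PVX (n = 3). Its adjusted limma p was 0.0308 in PVX and 0.386 in TMV. With the replicate block the adjusted p in TMV was 0.113 over 3 replicates and 0.0195 over 4 libraries. The COBRA-like gene Solyc02g065770.2 changed by -1.38 in PVX (adjusted p = 0.0598, and 0.00712 with the replicate block over 3 replicates). The cell wall invertase of the table, Solyc10g083290.1 (beta-fructofuranosidase insoluble isoenzyme 2), had 3.86 ± 1.21 FPKM in mock, 2.63 ± 0.674 in TMV and 16.6 ± 13.2 in PVX. The invertase changed by 1.64 on the log2 scale in PVX (standard error 0.46, adjusted p = 0.0468) and by -0.41 in TMV (adjusted p = 0.706). It was a DEG in PVX in 0 of the 9 fits with 1 replicate left out.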

Investigation of the DEPs in *N*. *benthamiana* and the DEGs in *S*. *lycopersicum* that play a role in cell wall metabolism showed the same trend (Fig 6, S13 and S14 Tables); that is, the levels of the CESA8-type synthases were downregulated, whereas the invertases were upregulated. The findings were validated by qRT-PCR (Fig 6B and 6C).

**Fig 6:**
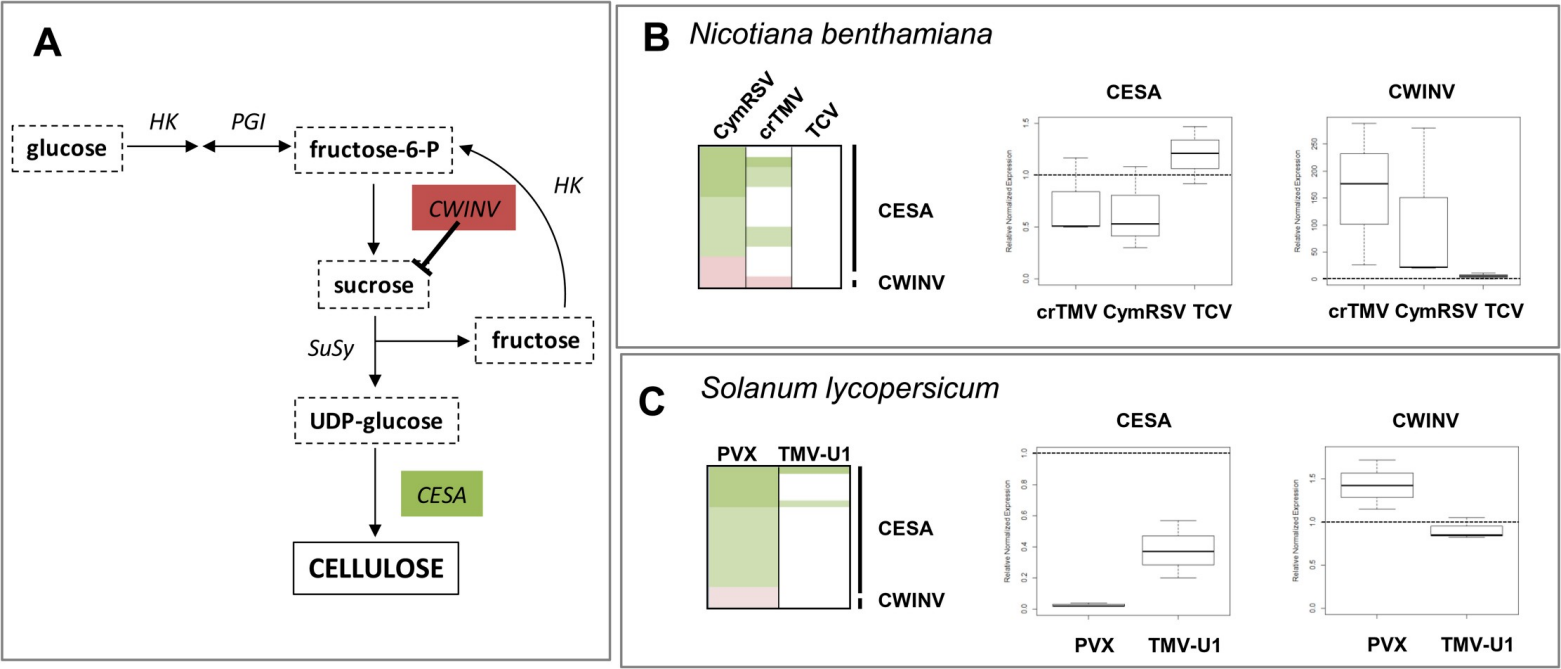
Investigation of the gene expression changes in cell wall metabolism. (A) Schematic diagram of cellulose synthesis pathway; (B, C) heat maps show gene expression changes of the investigated genes (left panels upregulation: red, downregulation: green). Whisker diagrams show delta-delta Ct results of qRT-PCR from 3 biological and technical replicates using ubiquitin as an internal control (middle and right panels). The DEPs and DEGs on the heat map are listed in S13 and S14 Tables with their characteristic parameters. (HK: hexokinase; PGI: phosphoglucose isomerase; CWINV: cell wall invertase; SuSy: sucrose synthase; CESA: cellulose synthase).

According to our results, PAO, CESA and CWINV expression levels correlated very well with the type of infection, being more severe during acute infections in both hosts. These changes probably have a role in the development of the stunted phenotype during acute infections.

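The difference between PVX and TMV was tested directly for these tomato genes. For the invertase Solyc10g083290.1 it was 2.05 on the log2 scale (limma adjusted p = 0.0262), past the threshold in 6 of the 9 fits with 1 replicate left out. For the cellulose synthase family gene Solyc07g043390.2 it was -1.74 (adjusted p = 0.242, 0.0851 over 4 libraries, and with the replicate block 0.0551 over 3 replicates and 0.0114 over 4 libraries). For the genes under the PAO heading it was -1.60 (Solyc06g060310.2, adjusted p = 0.128), -0.22 (Solyc11g012850.1, adjusted p = 0.840) and 0.05 (Solyc05g052470.2, adjusted p = 0.971). With the replicate block over 3 replicates the adjusted p of Solyc06g060310.2 was 0.0169. The paper proposes from the larger changes in acute infection that these genes probably take part in stunting.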

Different morphological abnormalities which are usually present in acute infection can also be the result of changes in hormone metabolism (reviewed recently in [5]). Auxins, cytokinins, gibberellic acid and brassinosteroids that regulate plant growth, development and elongation can have ambiguous effects during virus infection (reviewed by [44]). Although improper annotation did not allow us to map DEPs and DEGs of these pathways completely, after compiling gene expression changes of all probes and genes annotated to these pathways, these pathways were observed to be differentially regulated in acute infection, whereas changes were almost absent in persistent infection in both hosts (S15 and S16 Tables). 

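S16 Table was chosen by the paper on these samples. Its 77 genes that passed the filter, of 82, had a median log2 fold change of -0.99 in PVX and 0.29 in TMV, with mean changes of -0.61 and 0.33. In PVX 6 were higher and 17 lower among the DEGs, and in TMV 0, with 8 at an unadjusted limma p under 0.05. Adjusted over the list alone the numbers were 8 and 26 in PVX and 1 in TMV. Over 4 libraries 12 were higher and 35 lower, and without mock replicate 1 they were 2 and 3. In S15 Table the tomato homologs were chosen on the N. benthamiana microarray, and 11 of 14 passed the filter. Their medians were -0.30 in PVX and 0.25 in TMV, and 14.42% of 10000 random lists matched on expression had a median in PVX at or below -0.30. The set test camera gave a p of 0.105 for PVX, and fry gave 0.00589 for PVX and 0.0812 for TMV.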

Transcription factors regulated by other hormones, such as ethylene, abscisic acid, jasmonic acid and salicylic acid, can differentially regulate senescence-associated genes (SAGs), which finally lead to chlorophyll breakdown and leaf senescence [45, 46]. 

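The genes of S18 Table were chosen by the paper on these samples, and 117 of 122 passed the filter. Their median log2 fold change was -0.35 in PVX and the mean was 0.24, so the 2 differ in sign. In TMV the median was 0.31. In PVX 28 were higher and 10 lower among the DEGs, and over 4 libraries 40 and 28. With the replicate block the numbers were nearly equal, with 45 higher and 43 lower over 4 libraries and 38 and 40 over 3 replicates. The 28 fell to 10 without mock replicate 1, 13 without PVX replicate 2-3, 15 without mock replicate 2-3 and 17 without PVX replicate 1. In TMV 0 were DEGs, and 23 had an unadjusted limma p under 0.05. Adjusted over the list alone there were 32 higher and 16 lower in PVX, and 3 of each in TMV.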

To summarize our transcriptomics results obtained by microarray and RNA-seq experiments, all hormone metabolism annotated changes were collected (S17 and S18 Tables) and visualized as heat maps of these pathways (S8 Fig). The overall or combined effects of hormone biosynthesis and regulation would finally lead to the development of leaf senescence. Changes at each level were more pronounced in the acute infections, which could explain the development of more severe symptoms during this type of infection.

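Compared directly between the 2 infections, 15 of the 117 genes of S18 Table were higher and 12 lower in PVX than in TMV, and the change against mock was larger in PVX for 97 of them. In S16 Table 6 of 77 genes were higher and 20 lower in PVX than in TMV. Over 4 libraries these numbers were 19 and 26 for S18 Table and 8 and 36 for S16 Table. Without TMV replicate 0 they were 5 and 5 for S18 Table and 1 and 7 for S16 Table. For the homologs of S15 Table the difference between PVX and TMV had a camera p of 0.0103 and a fry p of 0.00051 (adjusted 0.0206 and 0.00306 over 6 tests). With the correlation estimated the camera p was 0.036, and 0.0766 with the replicate block over 3 replicates. Of 10000 random lists matched on expression, 7.68% had a median at or below the -0.58 of this list.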

### Physiological changes in virus-infected *N*. *benthamiana* and *S*. *lycopersicum* plants

To check whether the molecular changes caused by the acute infection (vs persistent ones) are able to cause physiological alterations, we characterized the photosynthetic response of the host in the above host-virus interactions by the application of various physiological measurements (chlorophyll fluorescence, leaf temperature, area photosynthetic activity and calculated performance index (PI)) (Fig 7 and Fig 8).

**Fig 7:**
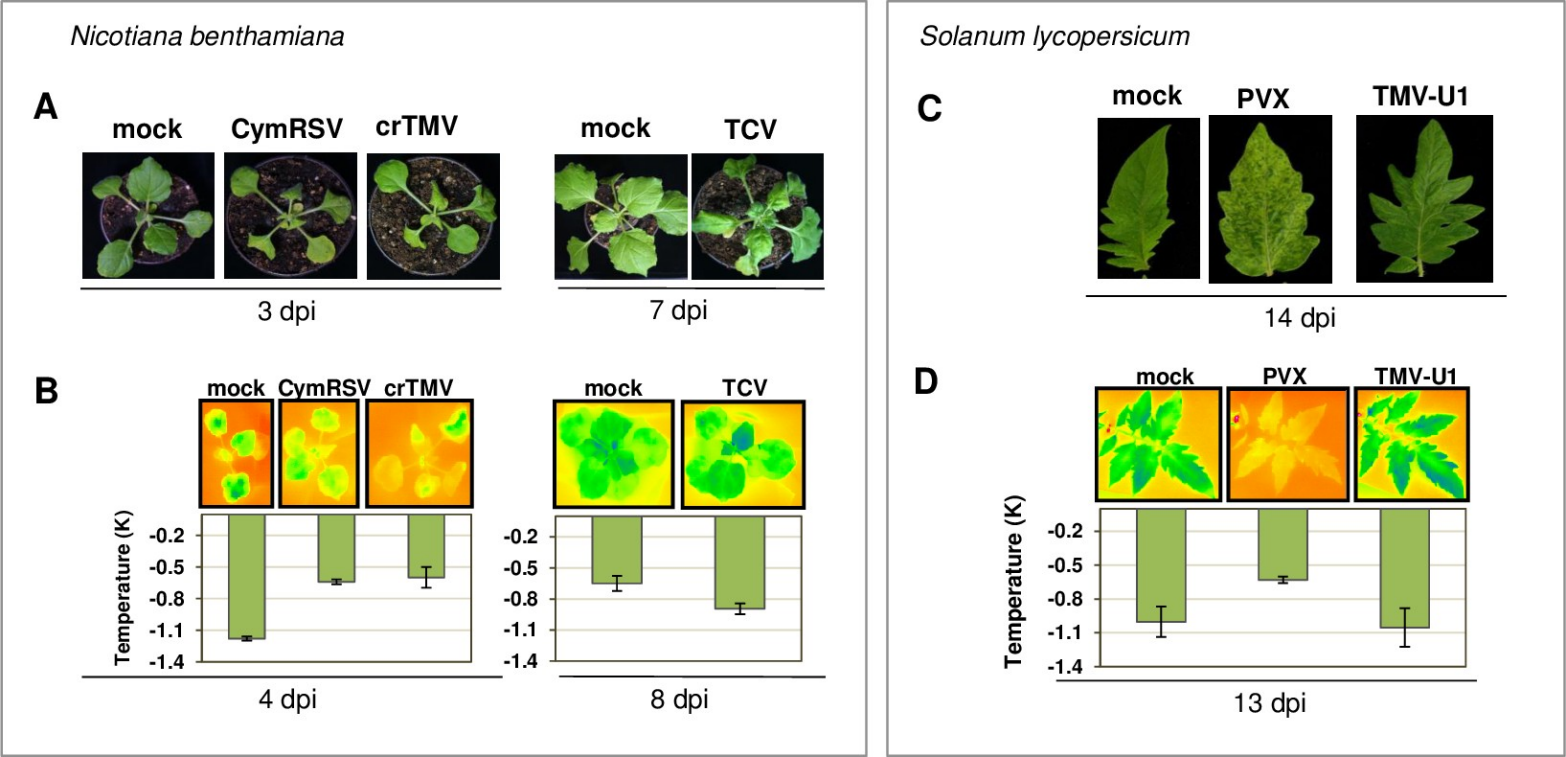
Symptoms and temperature changes in virus-infected *N*. *benthamiana* and *S*. *lycopersicum* plants. Photos in visible light (A) and thermographic images (B) of mock-inoculated and virus-infected *N*. *benthamiana* (A, B) and *S*. *lycopersicum* plants (C, D). Thermographic images show the difference between the ambient temperature and the leaf temperature of the virus-infected and control plant as a colour image and as a column diagram (in Kelvin, K).

**Fig 8:**
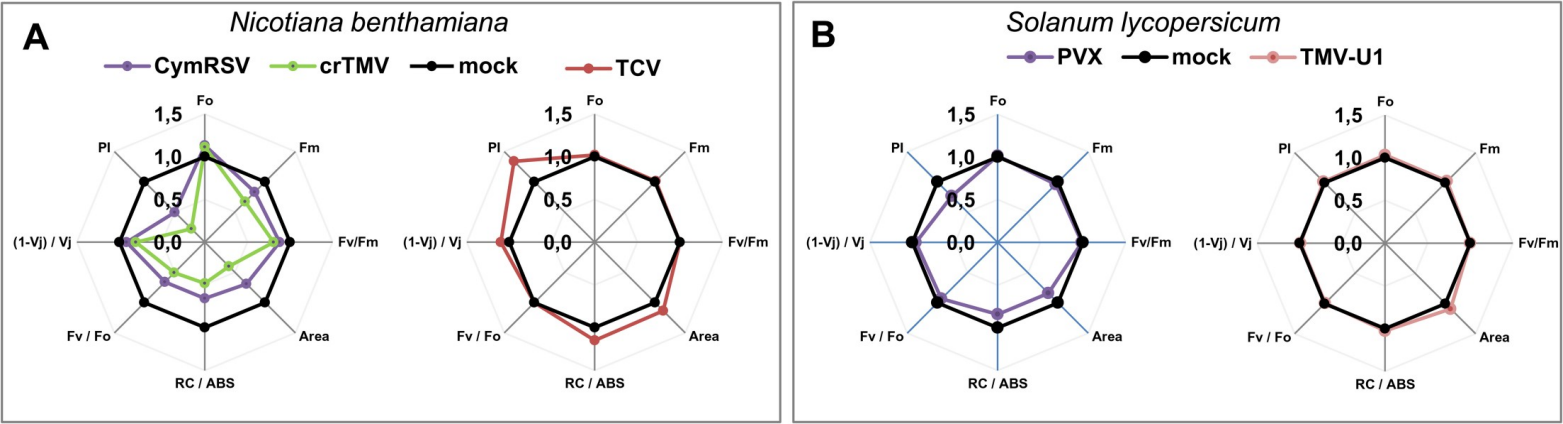
Chlorophyll fluorescence in virus-infected *N*. *benthamiana* and *S*. *lycopersicum* plants. Spider graphs show calculated chlorophyll fluorescence parameters of (A) *N*. *benthamiana* infected with CymRSV, crTMV (7 dpi) and TCV (11 dpi) and (B) *S*. *lycopersicum* infected with PVX and TMV (8 dpi). Parameters shown are initial (Fo) and maximal (Fm) fluorescence levels; the Fv/Fm and Fv/Fo (maximal PSII quantum yield) ratios; the area parameter, the dissipated energy flux per active reaction centre (RC/ABS); the (1-Vj)/ Vj parameter, where Vj = (F2ms–Fo)/Fv; and the performance index (PI) measured on the third/fourth young fully developed branches from the apical tip. The data refer to virus-infected plants (colour symbols) after normalization with respect to values obtained in the mock-inoculated plants (black symbols). Data are means of 3 independent biological plant replicates per treatment.

Evaporative cooling of healthy and infected plants could be distinguished by using thermal imaging approaches. With better stomatal regulation, leaves of healthy plants transpire more water than is transpired by infected plants, which can be the effect of stomatal closure induced by the pathogen. Thermal images of acute and persistent virus infections were quantified by thresholding the evaporative cooled area relative to the temperature of the surrounding air (Fig 7). We could observe similar transpiration rates similar to those of the mock-infected plants during persistent (TCV- and TMV-U1 -infected *N*. *benthamiana* and *S*. *lycopersicum*, respectively) infections. By contrast, during acute (CymRSV, crTMV and PVX) infections the leaf temperature was found to be significantly higher (almost similar to that of ambient air), suggesting that acute viruses have a drastic negative impact on the evapotranspiration of their hosts.

The chlorophyll fluorescence fast kinetics approach also proved to be very effective in measuring physiological responses. Chlorophyll fluorescence parameters characterizing the electron transfer on both the acceptor and the donor sides of photosystem II drastically affected the performance index parameter, the maximal quantum yield for primary photochemistry and the quantum yield for electron transport [47, 48] in CymRSV- and crTMV-infected *N*. *benthamiana* and in PVX-infected *S*. *lycopersicum* plants. In TCV-infected *N*. *benthamiana* and TMV-U1-infected *S*. *lycopersicum* plants, the chlorophyll fluorescence parameters were the same or a little higher than in the control (Fig 8A and 8B).

Physiological data are consistent with molecular changes, and the mild alterations of gene expression during persistent infection do not alter the physiology of the leaves. During acute infection, the severe transcriptome changes may cause physiological alterations as observed even at a very early time-point of the infection.

### Expression of different regulators active in the nucleus showed the same pattern during different infections

Molecular and physiological changes in *N*. *benthamiana* and *S*. *lycopersicum* plants followed the same pattern in the different viral lifestyles. Severe changes occurred during acute infection but were absent or mild during persistent infection in both hosts, suggesting the presence of a universal regulatory pathway. *In vitro* transcription assays have proven that shut-off happens at the transcription level in the nucleus [22], where transcription factors regulate their targets. During acute infection, these types of DEPs in *N*. *benthamiana* were seriously altered. The expression of six of them was confirmed by Northern blot analysis, and their possible role is discussed in the Supplementary Material (S1 File and S9 Fig). In the nucleus of virus-infected plants, where transcription factors regulate their targets, the transcription factors themselves are often under the control of RNAi-based regulation executed by microRNAs (miRNA) and small interfering RNAs (siRNA) (reviewed by [5, 49, 50]). During transcriptional gene silencing (TGS) 24-nt-long small RNAs are loaded into Argonaute 4 protein (AGO4) to direct changes in DNA methylation and histone modification. The TGS may be modulated during pathogen attack [51]. When analysed, AGO4 was found to be differently regulated; its level was downregulated only in acute infection. AGO4 mRNA changes were also validated by Northern blot analysis in *N*. *benthamiana* (S10A Fig). Methyltransferases changed in a similar manner (S10B Fig).

### Persistent downregulation of housekeeping genes during acute infection is not a consequence of necrosis

As we have shown, acute infections have a profound effect on the gene expression pattern and physiology of the hosts. However, whether the molecular and physiological changes are the cause or the consequence of the early necrosis is not clear. Tombusviruses, such as CymRSV and CIRV, systemically infect *N*. *benthamiana* plants, and the infection ultimately culminates in the death of the host. These viruses encode a very efficient viral suppressor protein of RNA silencing (VSR), p19. p19 binds virus-derived small interfering RNA (vsiRNA) duplexes in a size-specific manner [52], consequently blocking their loading into RNA-induced silencing complexes and thus inhibiting the antiviral RNA silencing defence [53]. During infection with suppressor-deficient mutant viruses (CymRSV19S and CIRV19S), however, the antiviral system works efficiently, and the plants are able to recover from infection [54]. After a recovery period, an almost healthy phenotype develops (recovery phenotype). In recovery plants, due to the efficient antiviral silencing, the virus is present only at a low level. The efficiency of RNA silencing decreases at lower temperatures [55]. Under low-temperature conditions, suppressor-deficient viruses can also accumulate to a high level. It was also shown that CymRSV19S or CIRV19S viruses do not induce necrosis even at low temperatures [56]. To exclude the possibility that downregulation of housekeeping genes is a consequence of early necrosis, we analysed housekeeping gene expression patterns in response to CymRSV19S- and CIRV19S-infection at 15°C. Samples from newly developed, systemically infected leaves were collected at 12 dpi, and the expression levels of two housekeeping genes (Rubisco, CP29) and a stress gene (PR-Q) were investigated by Northern blot analysis (Fig 9).

**Fig 9:**
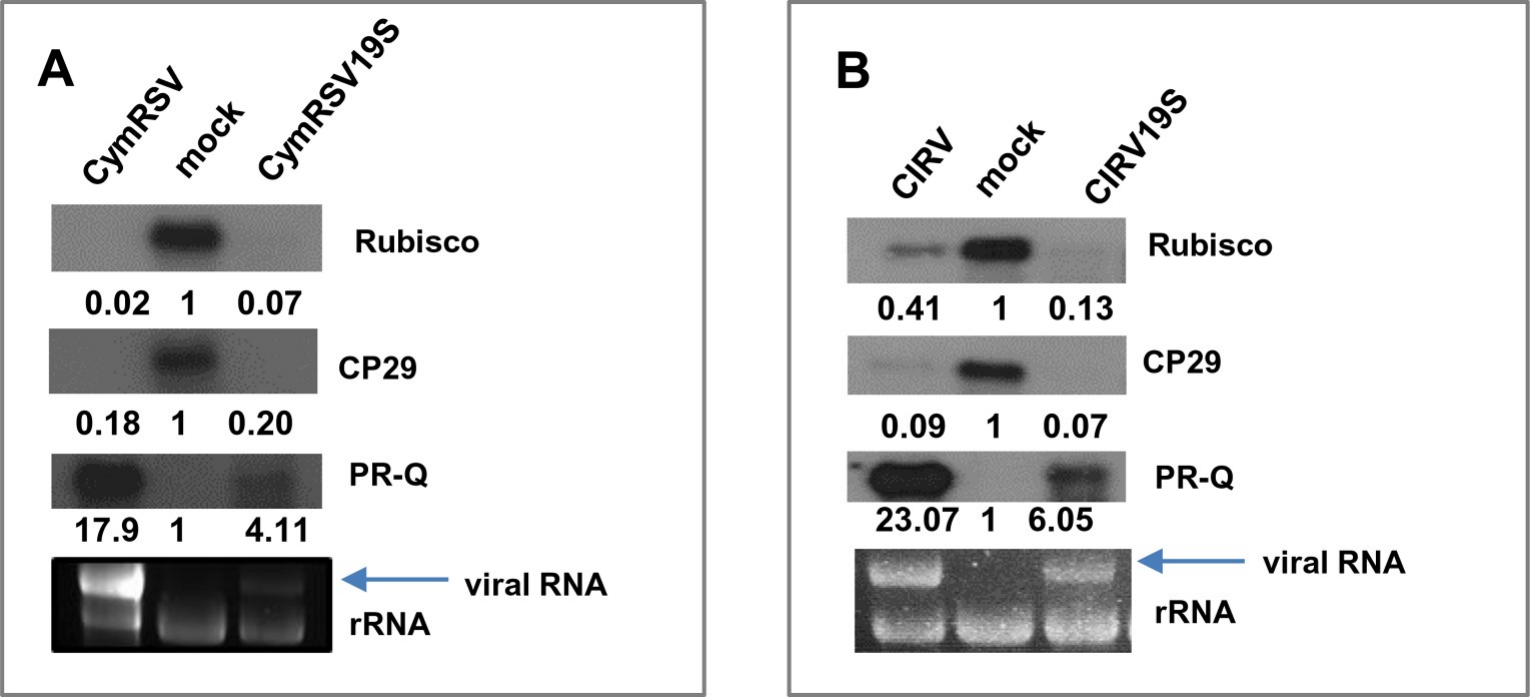
Northern blot analysis of the gene expression changes in *N*. *benthamiana* plants infected with wild-type and VSR mutant viruses at 15°C. *N*. *benthamiana* plants were infected with CymRSV or CymRSV19S (A) and CIRV or CIRV19S viruses (B). Accumulation of Rubisco, CP29 and PR-Q mRNA was investigated in systemically infected leaves at 12 dpi by Northern blot analysis. Fold-change values are shown below each band (quantifications were normalized to mock controls). EtBr-stained agarose gel served as a loading control.

The Rubisco and CP29 levels were downregulated and the expression of PR-Q was induced irrespective of the presence of the VSR. Similarly, as we showed earlier two other housekeeping transcript (GAPDH and tubulin) levels were reduced during CymRSV19S infection [22]. These findings suggest that the shut-off of housekeeping genes is not a consequence of the upcoming necrosis or the presence of VSR.

## Conclusions

In our work, we investigated genome-wide gene expression changes and physiological alterations during acute and persistent infections in two different hosts. Persistent shut-off of housekeeping- and photosynthesis-related transcripts, induction of stress-related transcripts and alterations of cell wall remodelling enzyme transcripts were exclusively caused by viruses that had an acute lifestyle strategy, but not in the case of persistent viruses. Gene expression changes on the global scale (microarray and RNA-seq data) were validated by an alternative method (Northern blot analysis or qRT-PCR) for representative transcripts of each class. Acute virus-specific changes were very similar in the two host plants (*N*. *benthamiana* and *S*. *lycopersicum*) and in the case of different viruses (Tombusviruses, Tobamoviruses and Potexviruses), thereby suggesting that general mechanisms are involved. Two methods were used to serve as a cross-reference in our study, validating the reliability of the results and strengthening our conclusions.

During infection, viruses harness the host machinery to replicate themselves. During this process, the host endomembrane system, RNA transport, transcription and translation machinery are hijacked by the virus (deployed from the host). This shortage of host enzymatic processes may be directly or indirectly responsible for acute virus-caused gene expression changes and subsequent physiological alterations. However, the extremely high virus level during persistent infection in the investigated host-virus systems (TCV-infected *N*. *benthamiana* and TMV-U1-infected *S*. *lycopersicum* plants) contradict this hypothesis and suggest that extreme overuse of the host transcriptional and translational system is probably not the primary cause of severe host gene alteration during acute infections.

We show that the housekeeping gene shut-off is not the consequence of the upcoming necrosis or the presence of RNA silencing suppressor protein. Previously it was proposed that interference of the silencing suppressor with endogenous silencing pathways might contribute to viral symptom development [57, 58]. This possibility has since been questioned [59] because the p19 suppressor is not able to bind endogenous small RNAs in a virus-infected environment. We propose, therefore, that the severe transcriptome and physiological changes caused by the acute viruses but not alterations of the miRNA-guided developmental pathway are the primary contributors of viral symptoms. Our finding that key regulators of TGS (AGO4) were altered during acute infection implies that the altered TGS-mediated pathway could cause broad-range changes in host gene regulation. Mapping 24-nt small RNA-mediated methylation changes of the host in this type of infection could answer this question in the future. Moreover, as has been shown for AGO1, translational regulation (which cannot be detected by either microarray or RNA-seq experiments) can further influence this complex pattern.

While investigating the mechanism of shut-off in virus-infected mammalian cells, Gilbertson and colleagues recently showed that cytoplasmic degradation of mRNAs can negatively regulate their initial transcription rate in the nucleus [60]. During mRNA degradation, RNA-binding proteins are released and shuttle back to the nucleus, where they block early stages of transcription. During virus infection, the translation machinery is redirected to produce viral proteins, which may affect both host RNA stability and protein translation, leading to the induction of gene expression changes as observed during acute infections. Beside cell-autonomous impacts, viruses may alter plant metabolism on tissue or organism level (water and nutrient transport), which would affect cell-autonomous regulatory pathways. Testing how these regulatory mechanisms operate in virus-infected plants could further contribute to our understanding of host-virus interactions and development of viral symptoms.

We used two different high-throughput methods in our experiments: microarray hybridization and RNA sequencing to detect changes in the gene expression pattern of the host in compatible virus infections. Changes in expression levels were higher in the case of DEPs compared to DEGs, which could be a result of different detection methods. The ratio of downregulated genes in microarray analysis was higher compared to that in upregulated ones, which could be a result of the presence of overrepresented probes. This trend is a warning signal that interpretation of the most extensively changed gene ontology categories cannot be precisely defined based on the microarray data.

Severe downregulation of genes that play a role in photosynthetic and other housekeeping processes has a marked effect on plant physiology. Thermal imaging and variable chlorophyll fluorescence transients to follow leaf temperature and photosynthetic activity, respectively, could measure these effects. According to our results, physiological changes associated with the extensive shut-off of host genes in acute infections make it possible to differentiate the latter from persistent infections, even before visible symptoms appear. Remote sensing methods are able to monitor these physiological changes [61–63]; however, the development and use of these new technologies must be based on detailed knowledge of both the changes in gene expression and the resulting physiological changes in virus-infected plants. Consequently, our data could be utilized in the future by remote sensing techniques in precision agriculture, helping crop management by predicting possible infection risks.

High-throughput sequencing methods lead to the discovery of more and more viruses each day, but determining the actual importance (disease-causing potential) of these newly discovered viruses is very difficult. Characterizing gene expression patterns of housekeeping genes and identifying the type of viral infection based on their expression levels could be used in risk assessments (Table 1).

**Table 1:** Summary of basic differences between acute and persistent virus infections which could be used to predict type of the infection.

Gene-expression changes							
	Rubisco	GAPDH	CPs	GST	Physiological parameters		
Acute	decrease			increase		leaf temperature	Chl fluorescence parameters
Persistent	no change			no change	Acute	increase	decrease
					Persistent	no change	no change
	LDH	PAO	CWINV				
Acute	increase						
Persistent	no change						
	PDF	CESA					
Acute	decrease						
Persistent	no change						

Coexistence of a virus and its host in a persistent virus infection without visible symptoms could be beneficial for the virus and the host at an evolutional scale. Interestingly, the persistently infecting TCV caused improved physiological attributes (e.g., Performance index increased by 1.4-fold, Fig 8A), suggesting that TCV may be a mutualist rather than an agent of disease. Although we gained deep insight into the regulation of gene expression in various viral infections, how viruses can avoid or minimize the host reaction during persistent infections to reach a ‘peaceful’ coexistence with their host is a very exciting question that needs to be further investigated.

## Supporting information

S1 Fig Sampling strategy of virus-infected *N. benthamiana* plants. (A) Photo of infected *N*. *benthamiana* plants at the time of microarray sampling, together with the dpi-s for the different types of experiments. (B) Samples from different biological replicates used for microarray were checked for the endogenous GAPDH level by Northern blot analysis. The photo of the EtBr-stained agarose gel served as a loading control. The presence of TCV, CymRSV and crTMV were validated according to their RNA size. Numbers show relative expression of the investigated gene, where 1 is the expression level of the gene in mock-inoculated sample.
(TIF) Click here for additional data file.

S2 Fig Sampling strategy of virus-infected *S. lycopersicum* plants. (A) Experimental design for the different types of experiments, with sample collection time in dpi being indicated with photos of virus-infected and mock-inoculated plants. (B) Northern blot analysis of individual plant extracts in the first experiment probed hybridized with radioactively labelled virus-specific probe. Samples of virus-infected Kecskeméti jubileum cultivar was also tested for the endogenous Rubisco (C) level by Northern blot analysis after being hybridized with a radioactively labelled gene-specific probe. EtBr-stained gel served as a loading control. Numbers show relative expression of the investigated gene, where 1 is the expression level of the gene in the mock-inoculated sample.
(TIF) Click here for additional data file.

S3 Fig **Functional distribution of all differentially expressed probes or genes (up and downregulated) probes or genes in all virus infected (A) *N*. *benthamiana* and (B) *S*. *lycopersicum* plants**. Functions were grouped according to their Bin codes. All DEPs and DEGs are listed with their Bin codes and other characteristic parameters in the S1 and S2 Tables.
(TIF) Click here for additional data file.

S4 Fig **Comparison of the DEPs/DEGs that play a role in (A) photosynthesis and (B) stress responses.**Heat map of DEPs in virus-infected *N*. *benthamiana* and DEGs in virus infected *S*. *lycopersicum* plants were prepared using green for downregulated and red for upregulated genes. The intensity of the colour correlates with the severity of the changes. White shows changes that are smaller than 2-fold. A list of probes and genes whose levels are indicated on the heat map, along with their characteristic parameters, is detailed in the S3 and S4 Tables (for photosynthesis) and in the S5 and S6 Tables (for stress responses).
(TIF) Click here for additional data file.

S5 Fig **Investigation of the gene expression changes of tubulin, elongation factors (Efs) and histones in virus-infected (A) *N*. *benthamiana* and (B) *S*. *lycopersicum* plants**. The column diagrams show log2-fold changes of probes or genes specific for the investigated gene resulting from (A) *N*. *benthamiana* microarray analysis or from (B) *S*. *lycopersicum* RNAseq. (C) Validation of gene expression changes of *S*. *lycopersicum* EF and histone coding gene by quantitative RT-PCR. Box plot shows the relative gene expression calculated from delta-delta Ct values in 3 biological and 3 technical replicates for each gene in the control and the PVX- or TMV-infected plant, using ubiquitin as an internal control. The yellow shows gene expression changes of (A) probes specific for tubulin and EF, whose level was investigated in our previous work (Havelda et al, Plant Journal 2008), or (B) the level for a specific gene that was validated by qRT-PCR.
(TIF) Click here for additional data file.

S6 Fig **Gene expression changes of stress-related genes in (A) *N*. *benthamiana* and (B) *S*. *lycopersicum* plants.** The column diagrams show log2-fold changes of probes or genes specific for the investigated gene resulted from (A) *N*. *benthamiana* microarray analysis or from (B) *S*. *lycopersicum* RNAseq. Yellow shows gene expression changes of (A) probes or (B) genes whose level was validated by Northern blot analysis. In Northern blot experiments, the membrane was hybridized with a radioactively labelled gene-specific probe. EtBr-staining served as a loading control. Numbers show relative expression of the investigated gene, where 1 is the expression level of the gene in the mock-inoculated sample.
(TIF) Click here for additional data file.

S7 Fig Investigation of the gene expression changes of enzymatic pathways in virus-infected plants. Gene expression changes of (A) lactate dehydrogenase, (B) protodermal factor1, Schematic diagrams (A left panel) show role; tables show gene expression changes of the investigated gene, with red showing upregulation and green showing downregulation. Northern blot hybridizations used radioactively labelled gene-specific probes. EtBr staining served as the loading control.
(TIF) Click here for additional data file.

S8 Fig Summary of the DEPs and DEGs that play role in hormone regulation identified during virus infection in *N. benthamiana* and *S. lycopersicum* plants. Boxes show the heat map results of the DEPs or DEGs specific for the genes that play a role in hormone metabolism. The intensity of the colour correlates with the magnitude of the change. Green shows downregulation, whereas red shows upregulation. The list of probes and genes whose levels are indicated on the heat map is detailed in the S17 Table (*N*. *benthamiana*) and S18 Table (*S*. *lycopersicum*), together with their characteristic parameters.
(TIF) Click here for additional data file.

S9 Fig Investigation of the gene expression changes of regulator factors in virus-infected *N. benthamiana* and S. lycopersicum plants. (A) Panels show log2-fold changes of probes or genes specific for the investigated gene obtained by microarray analysis (*N*. *benthamiana*) or by RNA-seq (*S*. *lycopersicum*). (B) Gene expression changes of regulator genes were investigated by Northern blot hybridization using radioactively labelled probes specific for endogenous genes. EtBr-stained agarose gel served as a loading control.
(TIF) Click here for additional data file.

S10 Fig Investigation of the gene expression changes of AGO4 and methyltransferases in virus-infected plants. Gene expression changes as log2-fold changes of probes or genes specific for (A) AGO4 and (B) methyltransferases are shown on right panels. (A) Gene expression changes of AGO4 were investigated by Northern blot hybridization using AGO4-specific radioactively labelled probe. EtBr-stained agarose gel served as a loading control. (B) Gene expression changes of methyltransferases are shown also as a column diagram.
(TIF) Click here for additional data file.

S1 Table Gene expression changes in virus-infected *N. benthamiana* plants identified by microarray hybridization. The list of probes that showed differential expression in any of the virus-infected plants. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 in CymRSV-, crTMV-, and TCV-infected *N*. *benthamiana*. Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S2 Table Gene expression changes in virus-infected *S. lycopersicum* plants identified by RNA seq. List of genes that showed differential expression in any of the virus-infected plants. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 in PVX- and TMV-U1-infected *S*. *lycopersicum*. Description and GO annotation of the gene and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S3 Table Summary of the DEPs that play a role in photosynthetic processes in virus-infected *N. benthamiana* plants shown in S4A Fig. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 in CymRSV-, crTMV-, and TCV-infected *N*. *benthamiana*. Description and GO annotation of the probe and its function according to Bin categories are also indicated. The corresponding gene from S. lycopersicum is also shown together with its log2-fold and *p* value if it was identified as a DEG in the PVX- or TMV-infected tomato.
(XLSX) Click here for additional data file.

S4 Table Summary of DEGs that play a role in photosynthetic processes in virus-infected *S. lycopersicum* plants shown in S4A Fig. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 in PVX- and TMV-infected *S*. *lycopersicum*. Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S5 Table Summary of DEGs that play a role in stress responses in virus-infected *N. benthamiana* plants shown in S4B Fig. Log2-fold change values, along with their corresponding *p* value, are indicated if higher than 2 and less than 0.05 in CymRSV-, crTMV- and TCV-infected *N*. *benthamiana*. Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S6 Table Summary of DEGs that play a role in stress responses in virus-infected *S. lycopersicum* plants shown in S4B Fig. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 in PVX- and TMV-infected *S*. *lycopersicum*. Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S7 Table The top 20 probes leading to downregulation in crTMV-, CymRSV- and TCV- infected *N. benthamiana* plants. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S8 Table The top 20 probes leading to upregulation in crTMV-, CymRSV- and TCV- infected *N. benthamiana* plants. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S9 Table The top 20 downregulated genes in PVX- and TMV-infected *S. lycopersicum* plants. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S10 Table The top 20 upregulated genes in PVX- and TMV-infected *S. lycopersicum* plants. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S11 Table List of primers used to amplify parts of the indicated endogenous gene from *N. benthamiana*. (XLSX) Click here for additional data file.

S12 Table List of primers used to amplify parts of the indicated endogenous gene from *S. lycopersicum*. (XLSX) Click here for additional data file.

S13 Table Summary of DEGs that play a role in chlorophyll degradation and cell wall metabolism in virus-infected *S. lycopersicum* plants shown in Fig 7 and Fig 8. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 in PVX- and TMV-infected *S*. *lycopersicum*. Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S14 Table Summary of DEGs that play a role in cell wall metabolism in virus-infected *N. benthamiana* plants shown in Fig 8. Log2-fold change values, along with their corresponding *p* value, are indicated if higher than 2 and less than 0.05 in CymRSV-, crTMV- and TCV- infected *N*. *benthamiana*. Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S15 Table Summary of DEPs that play a role in auxin, brassinosteroid, cytokinin and gibberellin metabolism in virus-infected *N. benthamiana* plants. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 in CymRSV-, crTMV-, and TCV-infected *N*. *benthamiana*. The description and GO annotation of the probe and its function according to Bin categories are also indicated. The corresponding gene from S. lycopersicum is also shown, along with its log2-fold and *p* value, if it was identified as a DEG in PVX- or TMV-infected tomato.
(XLSX) Click here for additional data file.

S16 Table Summary of DEGs that play a role in auxin, brassinosteroid, cytokinin and gibberellin metabolism in virus-infected *S. lycopersicum* plants. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 in PVX-and TMV-infected *S*. *lycopersicum*. Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S17 Table Summary of DEPs that play a role in hormone metabolism in virus-infected *N. benthamiana* plants summarized in S7 Fig. Log2-fold change values, along with their corresponding *p* values, are indicated if higher than 2 and less than 0.05 in CymRSV-, crTMV- and TCV-infected *N*. *benthamiana*. Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S18 Table Summary of DEGs that play a role in hormone metabolism in virus-infected *S. lycopersicum* plants summarized on S7 Fig. Log2-fold change values together with their corresponding *p* value are indicated if higher than 2 and less than 0.05 in PVX- and TMV-infected S. lycopersicum. Description and GO annotation of the probe and its function according to Bin categories are also indicated.
(XLSX) Click here for additional data file.

S19 Table List of primers used to amplify parts of the indicated viral genomes. PCR product amplified with them were used as a template for radioactively labelled virus-specific probes.
(XLSX) Click here for additional data file.

S1 File Supporting gene expression results of possible regulators showing altered expression during acute infection. (DOCX) Click here for additional data file.

# Supplementary material for: Differential gene expression and physiological changes during acute or persistent plant virus interactions may contribute to viral symptom differences
**Source:** PLoS One. 2019 May 3;14(5):e0216618. doi: 10.1371/journal.pone.0216618
**Supplement:** S1 File

## S1 Text: Supporting results on gene expression of possible regulators showing altered expression during acute infection

The transcription levels of basic leucine zipper (BZL)-4, NAP (nucleosome assembly protein) like, zinc finger (ZF) P11 and WRKY70 transcription factors were markedly induced, whereas the levels of a leucin rich repeat (LRR) transmembrane kinase and a transmembrane kinase like (TMKL)-1 were reduced during acute infection (Supplementary Figure 9). BZL-4 is a member of the BZIP transcription factor family, with no information available about its role in biotic stresses. However, its overexpression in tobacco results stunted vegetative growth, shortened internodes, and smaller flowers and reduced amount of pollen ([1](#_ENREF_1)). Moreover, ectopic overexpression of its possible orthologues from *Antirrhinum majus* repressed transcription of the chlorophyll a/b (CAB) binding protein ([2](#_ENREF_2)). In line with this, plants with increased BZL-4 level, i.e. CymRSV- and crTMV-infected tobacco and PVX-infected tomato showed reduced growth and the levels of CABs were seriously downregulated, suggesting that this BZL transcription factor is regulated during biotic stresses. NAC-like transcription factors are well studied and shown to play an important role in leaf senescence and to be regulated by the ethylene insensitive (EIN)-2 pathway ([3](#_ENREF_3)). A NAP-like probe on the microarray chip was annotated as a homologue of the AtNAP (ANAC019-like) transcription factor, which is expressed in floral primordia and upregulated by APETALA 3 (AP3) and PISTILLATA (PI) ([4](#_ENREF_4)). Overexpression of AtNAP resulted in premature senescence ([5](#_ENREF_5)) and its increased level was connected to early senescence events ([6](#_ENREF_6)). Expression of its *N. benthamiana* and *S. lycopersicum* homologues was induced in acute infections, showing that in these infections early senescence had been started. Zinc finger (ZF) transcription factors play diverse roles under stress conditions, even during biotic stresses. AtZAT11 (At2g37430) expression was induced in response to the flagellin22 elicitor peptide during biotic stress in *Arabidopsis thaliana* ([7](#_ENREF_7)), whereas the level of PtiZFP1, a ZF11 homologue in poplar, was induced during SA and JA treatment and during rust infection ([8](#_ENREF_8)). In our experiments increased expression of probe P305473, annotated as a zinc finger transcription factor ZF11homologue was detected in acute infection in both hosts, suggesting that the regulatory pathway including these transcription factors is involved during acute virus infection. WRKY transcription factors are involved in the regulation of plant defense responses. WRKY70 itself has been shown to be induced by SA and repressed by JA, it interacts with NPR1, and through its activity represses defense-connected JA-responsive genes during biotic stress ([9](#_ENREF_9)). According to the latest results it is also involved in brassinosteroid-regulated plant growth ([10](#_ENREF_10)).The level of WRKY70 was induced during CymRSV, crTMV infection in *N. benthamiana* and during PVX infection in *S. lycopersicum*, suggesting its important role not only during bacterial and fungal, but also viral infection. LRR transmembrane kinase was annotated as a probable inactive kinase, but its *A. thaliana* homologue (At4g23740) was identified as activated (phosphorylated) during flagellin and xylanase treatment mimicking bacterial and fungal infection ([11](#_ENREF_11)). Expression of this LRR transmembrane kinase was decreased during CymRSV and crTMV infection in tobacco and in PVX-infected tomato (validated by Northern blot analysis in *N.benthamiana*), suggesting that it is active and may play a role in early signaling in virus infection. Another kinase, TMKL1 was also identified in our microarray experiments to be downregulated only during acute infection, which was validated by Northern blot analysis. This DEP represents a *N. benthamiana* homologue of an Arabidopsis transmembrane kinase, which has an unusual kinase-like domain ([12](#_ENREF_12)), but no known function. Expression of its tomato homologue showed no change during virus infection, thus its clear role during virus infection is not confirmed.

**References:**

1. Tim I, Anne S, Stefan B, Thomas Z, Thorsten H, Anne Gh, et al. Homo- and heterodimers of tobacco bZIP proteins counteract as positive or negative regulators of transcription during pollen development. The Plant Journal. 2010;63(1):155-66.

2. Strathmann A, Kuhlmann M, Heinekamp T, Dröge-Laser W. BZI-1 specifically heterodimerises with the tobacco bZIP transcription factors BZI-2, BZI-3/TBZF and BZI-4, and is functionally involved in flower development. The Plant Journal. 2001;28(4):397-408.

3. Kim HJ, Hong SH, Kim YW, Lee IH, Jun JH, Phee B-K, et al. Gene regulatory cascade of senescence-associated NAC transcription factors activated by ETHYLENE-INSENSITIVE2-mediated leaf senescence signalling in Arabidopsis. Journal of Experimental Botany. 2014;65(14):4023-36.

4. Sablowski RWM, Meyerowitz EM. A Homolog of NO APICAL MERISTEM Is an Immediate Target of the Floral Homeotic Genes APETALA3/PISTILLATA. Cell. 1998;92(1):93-103.

5. Guo Y, Gan S. AtNAP, a NAC family transcription factor, has an important role in leaf senescence. The Plant Journal. 2006;46(4):601-12.

6. Vogelmann K, Drechsel G, Bergler J, Subert C, Philippar K, Soll J, et al. Early Senescence and Cell Death in Arabidopsis saul1 Mutants Involves the PAD4-Dependent Salicylic Acid Pathway. Plant Physiology. 2012;159(4):1477-87.

7. Zipfel C, Robatzek S, Navarro L, Oakeley EJ, Jones JDG, Felix G, et al. Bacterial disease resistance in Arabidopsis through flagellin perception. Nature. 2004;428:764.

8. Hamel L-P, Benchabane M, Nicole M-C, Major IT, Morency M-J, Pelletier G, et al. Stress-Responsive Mitogen-Activated Protein Kinases Interact with the EAR Motif of a Poplar Zinc Finger Protein and Mediate Its Degradation through the 26S Proteasome. Plant Physiology. 2011;157(3):1379-93.

9. Jing L, Günter B, Tarja K, E. TP. WRKY70 modulates the selection of signaling pathways in plant defense. The Plant Journal. 2006;46(3):477-91.

10. Chen J, Nolan TM, Ye H, Zhang M, Tong H, Xin P, et al. Arabidopsis WRKY46, WRKY54, and WRKY70 Transcription Factors Are Involved in Brassinosteroid-Regulated Plant Growth and Drought Responses. The Plant Cell. 2017;29(6):1425-39.

11. Benschop JJ, Mohammed S, O'Flaherty M, Heck AJR, Slijper M, Menke FLH. Quantitative Phosphoproteomics of Early Elicitor Signaling in Arabidopsis. Molecular & Cellular Proteomics. 2007;6(7):1198-214.

12. Valon C, Smalle J, Goodman HM, Giraudat J. Characterization of an Arabidopsis thaliana gene (TMKL1) encoding a putative transmembrane protein with an unusual kinase-like domain. Plant Molecular Biology. 1993;23(2):415-21.

How the deposited data were processed for this re-analysis (not part of the article)

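RNA from tomato leaves at 14 dpi was sequenced in 3 treatments, mock inoculation, PVX and TMV-U1, with 4 plants pooled per biological replicate and 3 biological replicates per treatment. The authors removed ribosomal reads with SortMeRNA, trimmed and filtered with Trimmomatic, aligned to Sly2.5 with the ITAG2.4 annotation and quantified with the Tuxedo protocol. The deposited table holds FPKM for 34723 genes in 12 libraries, of which 26502 genes are above 0 in at least 1 library. The upper quartiles of the libraries lie between 9.85 and 10.81 FPKM while their totals lie between 1252151 and 2279093, so the values appear to have been scaled to each other by the authors. The scaling method is not named in the paper's text. The microarray data of N. benthamiana were not analysed here.

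The third biological replicate was sequenced again as a technical replicate according to the paper, and the labels do not say which of the numbers 0 to 3 belong to it. Before the data were examined, a pair of libraries was to be averaged if the SD over genes of its log2 difference (genes with a mean of at least 5 FPKM) was under 0.5 of that of every other pair of its treatment. No pair met this limit. Libraries 2 and 3 were the closest pair in each treatment, with SD of 0.523 against 0.909 for the next pair in mock, 0.572 against 0.909 in TMV and 0.527 against 0.796 in PVX. They were averaged on the FPKM scale all the same and counted as 1 replicate, which departs from the limit. This was decided before any test of differential expression and after these distances were seen. The fit that follows the limit as written, with 4 libraries per treatment, is reported beside it.

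Read counts cannot be recovered from the table. Relative depth was read from the steps between the lowest values of each library, where 1 fragment more makes a fixed step, and the deepest library had 4.7 times the depth of the shallowest. No counting interval is given for any value. A value of 0 can also arise where a gene was quantified in 1 run and not in the other. In 164 of 18470 cases (56 in mock, 60 in TMV and 48 in PVX) a gene had under 0.001 FPKM in 1 run of the repeated replicate and at least 20 in the other.

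Differential expression was tested in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with trend) on log2(FPKM + 1), for 18443 genes with a mean of at least 1 FPKM, with the 3 treatments in 1 fit without covariates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The comparisons were PVX with mock, TMV with mock and PVX with TMV. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Gene lists came from the paper's supplementary tables. Set tests were run only on the 2 lists chosen on the microarray (S3 and S15 Tables), with camera at a preset correlation of 0.01 and at an estimated one, with fry, and with 10000 random lists matched on expression. Gene names are those of the paper's tables, since the reference of locus tags and symbols matched 0 of the gene identifiers.

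Whether the library numbers pair the treatments was checked by correlating, across genes, the deviations of replicates from their treatment means. Same-numbered replicates of different treatments had r between 0.32 and 0.66, and differently numbered replicates between -0.42 and 0.02. The replicate number was therefore also used as a block. Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, 4 libraries per group, the replicate block with 4 libraries, median scaling, each comparison fitted on its 2 groups only, and leaving out each of the 9 replicates in turn. The replicate block with 3 replicates and quantile normalization were added after the data were seen. Besides the fit described above, 8 planned and 2 added alternatives were run, and every one is reported.

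A count under an alternative was taken as the same within 1.5 times, a list's median when it moved by less than the SD of its replicate medians, a share of calls when it stayed within the Wilson interval, and a correlation when it moved by less than the SD of the leave-one-out values. A gene uncalled under both settings was taken as the same. Named genes were chosen by a rule written before the data were examined, with the values in the paper's tables already seen. It took all genes of a family named by the paper with 4 or fewer members and otherwise the 2 with the highest mean FPKM, the 3 largest increases and 3 largest decreases per comparison among called genes without overlap between replicates, and any gene with an impossible value in the paper's tables. Solyc12g006730.1 and Solyc10g009150.2 were added after their values were seen. GST genes were left out because only rows lower in PVX were available for them. The test was tried on simulated data with 200 of 18443 genes changed by 2 on the log2 scale in each of 5 draws. It recovered 58.7% of them for PVX and 62.3% for TMV, with 0 of the wrong sign and 22 and 28 false calls in total. With the spread divided by 4 it recovered 98% in the PVX comparison. The simulated replicates were independent, unlike the same-numbered replicates of the data, so these shares need not hold for the data.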

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

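The count of genes of opposite direction, quantile normalization, the tests of values listed at 0 and of few reads, and the choice of the gene shown were made after the result was seen. With 3 replicates, 58 genes changed at least 2-fold in opposite directions in the 2 infections, and for 30 of them the difference between PVX and TMV was past the threshold by limma's direct test. Of the 30, 24 were lower in PVX than in TMV. These genes drew attention because the effects of the 2 infections against the same mock plants differed in sign as well as size. In TMV none of the 30 passed the threshold against mock, and 10 had all replicates of both infections on opposite sides of all mock replicates. The number was 15 without PVX replicate 2-3 (11 shared with the 30), 15 without TMV replicate 0 (9 shared) and 38 without TMV replicate 2-3 (16 shared). It was 51 over 4 libraries, which shared 21 of the 30. Median scaling, with factors between 0.991 and 1.031, moved too little to test scaling. Scaling of the libraries as the whole cause is argued against by quantile normalization, after which there were 29 such genes, 24 of them shared with the 30. Values listed at 0 could account for some of the genes but not for the 17 of 30 that have no library under 0.001 FPKM. A difference between the plants of single replicates remains open, as does a difference between the viruses, which this comparison of 3 replicates does not separate from the other differences between the treatments.

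The gene shown for this group is Solyc10g009150.2, annotated as organ-specific protein S2, with 9.00 ± 0.998 FPKM in mock, 27.2 ± 15.0 in TMV and 2.66 ± 2.17 in PVX (n = 3). Its log2 fold change was -1.67 in PVX (adjusted p = 0.0716) and 1.36 in TMV (adjusted p = 0.377), and the difference between PVX and TMV was -3.03 (standard error 0.55, adjusted p = 0.0143). Fitted with the replicate block, the adjusted p in PVX was 0.0132 over 3 replicates and 0.00114 over 4 libraries, and in TMV 0.113 and 0.0264. With the block the gene thus passed the threshold in both infections over 4 libraries and not over 3 replicates. The fit over 4 libraries counts a repeat run as a replicate. Over 4 libraries without the block the adjusted p was 0.0101 in PVX and 0.155 in TMV. With each replicate left out in turn the adjusted p of the difference lay between 0.0185 and 0.053, and it was past the threshold in 8 of the 9 fits. The choice of this gene was changed after values were seen. The largest difference between PVX and TMV over all genes is that of Solyc06g084770.1, which was shown first, and the rule was then narrowed to the 10 genes separated from mock in both infections. Solyc06g084770.1 had 253, 296, 390 and 952 FPKM in mock library 0 and PVX libraries 0, 1 and 2, and 0 in the other 8 libraries. Multiplied by the relative depth, these 4 values differ by a ratio of at most 1.03, as they would if each held the same small number of reads. The calculated log2 difference of 8.57 for this gene may therefore rest on very few reads.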

How the results depend on the processing

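Libraries 2 and 3 were averaged although the limit set for this before the data were examined was not met. The number of DEGs depends on that choice. The paper states 3 biological replicates per treatment, the third of them sequenced again. Whichever libraries are the repeat runs, the fit over 4 libraries counts a technical repeat as a replicate. Its adjusted p values therefore carry less weight than those over 3 replicates. The replicate block with 3 replicates, quantile normalization and the count of genes of opposite direction were chosen after seeing the data. In 126 results for named genes (every comparison of each), the 30 past the threshold with 3 replicates kept their sign under the alternatives run, while 24 others changed it under at least 1 alternative. In PVX, Solyc06g074420.1 went from -1.24 to 0.25 without mock replicate 0 and Solyc02g085950.2, listed at 0 in 3 libraries, changed sign without mock replicate 1. In TMV, Solyc12g006730.1 went from -1.45 to 0.94 without mock replicate 1. Some medians near 0 in TMV changed sign: that of the photosynthesis homologs was -0.24 without mock replicate 0, a shift larger than the spread of its replicate medians, and -0.15 after quantile normalization. The numbers of DEGs in PVX, and between PVX and TMV, exceeded the number in TMV under every alternative run. The cause of the shifts below was not tested, apart from fewer genes or fewer samples where the alternative itself removes them.

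With 4 libraries per group, the setting that the limit fixed beforehand would have given, the counts were 4200 DEGs in PVX, 320 DEGs in TMV, 3416 DEGs between PVX and TMV, 126 DEGs in both infections and 51 DEGs of opposite direction. The share of higher DEGs was 54% for PVX against mock and 44.6% for PVX against TMV. DEGs lower in PVX numbered 141 in the photosynthesis list, 58 in the photosynthesis homologs, 35 in the list of S16 Table, 4 in the hormone homologs, 11 in the list of S9 Table, 10 in the cell wall genes and 34 in the chlorophyll binding family. DEGs higher in PVX numbered 73 in the stress list and 6 in the heat shock family. Under the replicate block with 4 libraries the counts were 4895 DEGs in PVX, 971 DEGs in TMV, 4060 DEGs between PVX and TMV, 456 DEGs in both infections and 54 DEGs of opposite direction. The share of higher DEGs was 50.8% for PVX against mock and 41% for PVX against TMV. In PVX, lower DEGs numbered 150 in the photosynthesis list, 58 in the photosynthesis homologs, 40 in the list of S16 Table, 4 in the hormone homologs, 13 in the list of S9 Table, 13 in the cell wall genes and 35 in the chlorophyll binding family. In PVX, higher DEGs numbered 84 in the stress list, 45 in the list of S18 Table and 8 in the heat shock family. Under the replicate block with 3 replicates the counts were 3744 DEGs in PVX, 10 DEGs in TMV, 3354 DEGs between PVX and TMV and 6 DEGs in both infections. The share of higher DEGs was 56.2% for PVX against mock and 43.6% for PVX against TMV. DEGs lower in PVX numbered 114 in the photosynthesis list, 47 in the photosynthesis homologs, 33 in the list of S16 Table, 11 in the list of S9 Table, 12 in the cell wall genes and 22 in the chlorophyll binding family. DEGs higher in PVX numbered 6 in the heat shock family. Fitted on 2 groups only, the counts were 1321 DEGs in PVX and 3 DEGs in TMV. The share of higher DEGs was 77.4% for PVX against mock and 59.5% for PVX against TMV. In PVX, lower DEGs numbered 16 in the photosynthesis list, 7 in the photosynthesis homologs, 6 in the list of S16 Table, 1 in the hormone homologs, 2 in the list of S9 Table, 0 in the cell wall genes and 0 in the chlorophyll binding family. Without the filter on low values the share of higher DEGs was 73.8% for PVX against mock and 61.8% for PVX against TMV. DEGs lower in PVX numbered 25 in the photosynthesis list, 13 in the photosynthesis homologs, 4 in the list of S9 Table, 2 in the cell wall genes and 1 in the chlorophyll binding family. The median log2 fold change was 0.17 for the list of S16 Table in TMV. Restricted to a mean of at least 5 FPKM, the share of higher DEGs was 65.3% for PVX against mock and 52.4% for PVX against TMV. In PVX, lower DEGs numbered 4 in the list of S9 Table and 16 in the chlorophyll binding family. The median log2 fold change was 0.39 for the list of S16 Table in TMV, -0.77 for the list of S18 Table in PVX, -0.43 for the hormone homologs in PVX, -2.40 for the list of S9 Table in PVX and 0.50 for the heat shock family in TMV. At a pseudocount of 0.1 the counts were 68 DEGs of opposite direction. The median log2 fold change was -2.50 for the list of S9 Table in PVX and 6.30 for the list of S10 Table in PVX. After median scaling the share of higher DEGs was 53% for PVX against TMV. After quantile normalization the share of higher DEGs was 60.1% for PVX against mock and 60.7% for PVX against TMV. DEGs lower in PVX numbered 4 in the chlorophyll binding family. The median log2 fold change was 0.15 for the list of S16 Table in TMV, -0.42 for the hormone homologs in PVX and 0.04 for the hormone homologs in TMV.

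With each replicate left out in turn (leave-one-out), the counts ranged from 668 to 2293 for DEGs in PVX, from 0 to 5 for DEGs in TMV, from 660 to 2193 for DEGs between PVX and TMV, from 0 to 2 for DEGs in both infections and from 15 to 38 for DEGs of opposite direction. DEGs in PVX were fewest without mock replicate 1, and DEGs between PVX and TMV without TMV replicate 0. The share of higher DEGs ranged from 59.2% to 85.2% for PVX against mock and from 53.2% to 74.2% for PVX against TMV. The correlation of the fold changes of both infections ranged from 0.21 to 0.52. DEGs lower in PVX ranged from 7 to 90 in the photosynthesis list, from 3 to 38 in the photosynthesis homologs, from 3 to 15 in the list of S16 Table, from 0 to 2 in the hormone homologs, from 1 to 8 in the list of S9 Table, from 0 to 4 in the cell wall genes and from 0 to 10 in the chlorophyll binding family. DEGs higher in PVX ranged from 13 to 42 in the stress list, from 10 to 26 in the list of S18 Table, from 1 to 4 in the PR family and from 0 to 3 in the heat shock family. Median log2 fold changes ranged from -0.24 to 0.31 for the photosynthesis homologs in TMV, from 0.20 to 0.40 for the list of S18 Table in TMV, from -0.44 to -0.14 for the hormone homologs in PVX, from -2.01 to -1.18 for the list of S9 Table in PVX, from -1.67 to -0.62 for the list of S9 Table in TMV, from 0.43 to 1.31 for the heat shock family in PVX and from -0.08 to 0.33 for the heat shock family in TMV. The low ends of most of these counts came without mock replicate 1.

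Taking 1 comparison per named gene (PVX with mock, or PVX with TMV for genes chosen on that difference), of 42 results 20 were past the threshold with 3 replicates, 5 of these stayed past it under every alternative, and 40 of the 42 kept their sign under every alternative. Over 4 libraries 15 more passed the threshold, with the replicate block 18 more over 4 libraries and 12 more over 3 replicates, and without mock replicate 1 or without PVX replicate 2-3, 12 no longer did. In PVX, Solyc08g080330.1 (adjusted p = 0.0091) lost its call over 4 libraries, with 0.0676 without and 0.0594 with the block. The fry p of the photosynthesis homologs stayed under 0.05 in PVX under every alternative, and was between 0.00508 and 0.0278 with a replicate left out. Depth limits the genes near 0, since no read counts are given and the shallowest library held fewer fragments than the deepest by a factor of 4.7.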

Differences from the paper's values

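The paper calculated significance with the Tuxedo protocol, and its fold changes are ratios of mean FPKM. Here limma was used on log2(FPKM + 1), for genes with a mean of at least 1 FPKM. The paper's test was not repeated under any setting. Differences in the numbers of DEGs can therefore come from the test, the filter and the scale as well as from the replicates. The paper gives 5711 DEGs for PVX, and 2273 were found with 3 replicates. Of the alternatives set before the data were examined, 4 libraries per group (4200) and the replicate block with 4 libraries (4895) came within 1.5 times of the paper's number, and the others did not. For genes higher in PVX the paper's number is 2736 against 1536 here. The same 2 alternatives came within 1.5 times (2269 and 2486), as did the replicate block with 3 replicates (2103), which was chosen after seeing the values. For genes lower in PVX the paper's number is 2975 against 737, and only the replicate block with 4 libraries came within 1.5 times (2409).

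For TMV the paper gives 1672 DEGs, 1008 higher and 664 lower, and 0, 0 and 0 were found with 3 replicates. No alternative came within 1.5 times. The nearest was the replicate block with 4 libraries, with 971, of which 654 were higher and 317 lower, followed by 4 libraries per group with 320. For DEGs shared by both infections the paper gives 542 higher and 288 lower, and 0 and 0 were found here. The nearest alternative was again the replicate block with 4 libraries, with 328 and 128.

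Of 1795 genes that the rows of S2 Table held here list as lower in PVX, 1655 were tested and 551 were called lower with 3 replicates. The number was 1264 over 4 libraries, 1463 with the replicate block over 4 libraries and 1125 with the block over 3 replicates, which leaves 530 of the paper's genes uncalled.

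For single genes the log2 ratio of mean FPKM was compared with the paper's value in 48 cases, and 47 lay within the replicate SD. For the cytochrome P450 gene Solyc10g084590.2 in PVX the paper's value is -3.91675 and the value over 3 replicates was -3.24. Over 4 libraries it was -3.92, and under median scaling and with each mock or PVX replicate left out it still differed. For Solyc01g110800.2 the paper's tables hold a log2 fold change of 165.892 in PVX. The deposited values give the same ratio over 4 libraries (165.89), so this is not a difference but a ratio to values near 0. Its mock values were at most 1.09e-49 FPKM and its highest PVX value was 4.25 FPKM.

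The paper states that the levels of cytochrome P450 genes decreased in both infections. The log2 ratios were negative here too, but those of Solyc06g074420.1 and Solyc03g111290.1 became positive in PVX without mock replicate 0. The paper describes lower expression of 3 PAO-like genes in PVX, and 2 of the 3 genes in S13 Table were lower here, while Solyc05g052470.2 was higher by 0.99. For this gene S13 Table gives no value in PVX and 1.42353 in TMV. It describes PR and heat shock transcripts as higher in PVX. By sign 6 of 10 PR genes and 9 of 15 heat shock genes were higher here.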

Other observations

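Apart from median scaling, 4 libraries per group, the replicate block over 4 libraries and leaving out replicates, the tests in this part were chosen after the result was seen, and so was the use of these alternatives to weigh an explanation. Each comparison of 3 replicates with 3 has 10 splits of the samples. For PVX against mock, 1 of 10 splits, the real one, gave as many as 2273 DEGs, and the others gave 0 to 4. For PVX against TMV it was again 1 of 10, with 0 to 3 DEGs in the others. Chance cannot be excluded by this count in either comparison, since 10 splits cannot give a share under 0.1. For TMV against mock the real split gave 0 DEGs, which all 10 of 10 splits reach whatever the data, so this count says nothing about chance. Splits that part all same-numbered replicates gave 0 to 2 DEGs for PVX against mock.

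The log2 fold changes in the paper's tables held here were compared with ratios of mean FPKM. Over all 4 libraries, 2098 of 2098 values for PVX (100%) and 405 of 405 for TMV were within 0.01 of the ratio, against 3.6% and 3.5% over 3 replicates. This fits the third biological replicate entering the paper's means as 2 libraries.

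More of the DEGs of PVX were higher than lower than mock (67.6%). Median scaling, with factors between 0.991 and 1.031, moved too little to test scaling. After quantile normalization the share was 60.1% (interval 58.1% to 62.0%). The intervals given here treat DEGs as independent, which genes measured in the same replicates are not, so they are too narrow. Without that normalization, leaving out 1 replicate moved the share between 59.2% and 85.2%. Whether scaling or a trend with expression level is the whole cause thus stays open. Both may have a part in it, since the share moved with quantile normalization. The genes changed at least 2-fold, counted without a test, also went from 2466 higher and 2245 lower to 2305 and 2490. Variation shared by same-numbered replicates stays open, since the share was 50.8% with the replicate block over 4 libraries (49.4% to 52.2%) and 56.2% with the block over 3 replicates (54.6% to 57.8%). Over 4 libraries without the block it was 54.0%. The larger standard errors of decreasing genes also remain open as a candidate explanation.

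In the 1845 most highly expressed genes, the median log2 fold change in TMV was 0.51. Mock library 0 was low in these genes, with a median deviation of -0.60, and TMV library 0 was high, with 0.26. Without mock replicate 0 the median was 0.31, so this replicate accounts for part of the difference and not for all of it, and after quantile normalization it was 0.15. A difference between library preparations and an effect of TMV on highly expressed genes both remain open, and no biological explanation was tested.

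The correlation of 0.40 between the log2 fold changes of PVX and TMV was below the mean of 0.499 from simulated unchanged groups against shared mock replicates. Sharing the mock replicates can thus give a positive correlation without a common response. The simulated groups were unchanged, however, whereas PVX had 2273 DEGs here. Same-numbered replicates of different treatments were correlated too, so the r expected without a common response is not known. The value of 0.40 is therefore no evidence for or against a response common to both infections.

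Among the 18443 genes, 172 had values that were whole multiples of each other, to 5 at most and within 6%, once multiplied by relative depth. In 20 scrambled draws this occurred for 3.4 genes on average and 7 at most. Such genes made up 6 of the 2273 DEGs of PVX and 10 of the 2014 DEGs between PVX and TMV. The limit of 5 leaves out genes with few reads in some libraries and many in others, so calls resting on few reads can be more numerous. At least 1 library under 0.001 FPKM occurred in 195 DEGs of PVX and in 201 DEGs between PVX and TMV.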
